# Heterozygous GAA knockout is nonconsequential on metabolism and the spatial liver transcriptome in high‐fat diet‐induced obese and prediabetic mice

**DOI:** 10.14814/phy2.70276

**Published:** 2025-03-19

**Authors:** Cameron P. McCall, Melina C. Mancini, Jaroslaw Staszkiewicz, Douglas G. Mashek, Timothy D. Heden

**Keywords:** glycogen autophagy, glycophagy, liver, metabolism, prediabetes

## Abstract

Glycophagy is the autophagic degradation of glycogen by the enzyme acid alpha‐glucosidase (GAA). Although GAA inhibitors improve metabolic health by inhibiting GAA in the intestine, it is not clear if GAA inhibition in peripheral tissues such as the liver is metabolically beneficial. This study tested if the heterozygous knockout of GAA (HetKO‐GAA) alters liver metabolism and metabolic health in mice fed a low‐fat diet or a high‐fat diet to induce obesity. HetKO‐GAA mice fed either diet did not have altered body weight, glucose tolerance, insulin action, energy expenditure, substrate metabolism, liver glucose output, or liver triglycerides compared to control wildtype mice. A liver spatial transcriptomics analysis revealed that high‐fat diet feeding reduced the gene abundance of predominantly metabolic pathways in both periportal and perivenous hepatocytes, and uniquely reduced ribosome gene abundance in perivenous hepatocytes. HetKO‐GAA mice did not have significantly altered transcriptomes in periportal or perivenous hepatocytes compared to wildtype mice. In conclusion, heterozygous GAA knockout is nonconsequential on metabolism and metabolic health in high‐fat diet induced obesity. Spatial transcriptomics revealed alterations in the transcriptome of periportal and perivenous hepatocytes from high‐fat diet induced obese mice, highlighting novel targets that could be exploited to improve metabolic health in obesity.

## 1 INTRODUCTION

Obesity and prediabetes are major global health problems that increase the risk of developing metabolic associated fatty liver disease (MAFLD), type 2 diabetes, and heart disease, with the latter two being leading causes of death (Lim & Boster, 2024). Despite an expanding armamentarium for these conditions, side effects and medical expenses represent significant obstacles to treatment. With obesity affecting over 1 billion people (Collaboration NCDRF, 2024) and prediabetes affecting 464 million people (Collaborators GBDD, 2023; Rooney et al., 2023) worldwide, there is still a considerable need for exploration of novel metabolic pathways that could be used as targets to prevent the advance of the obese, MAFLD, and prediabetic states to type 2 diabetes.

Glycogenolysis is a central metabolic pathway in metabolism. Glycogenolysis occurs through two different cellular compartments, including in the cytosol via the enzymes glycogen phosphorylase and debranching enzyme, or through autophagy in a process referred to as glycophagy, where the lysosomal enzyme acid alpha‐glucosidase (GAA) degrades glycogen to glucose. FDA‐approved GAA inhibitors, such as acarbose or miglitol, are effective at improving insulin action and glycemic control while also being effective at reducing fatty liver in individuals with obesity and type 2 diabetes (Goda et al., 2007; Joubert et al., 1990; Komatsu et al., 2018; Nozaki et al., 2009). These drugs are thought to prevent the digestion and absorption of complex carbohydrates in the intestine (Ahr et al., 1989; Joubert et al., 1990). It is less understood if GAA inhibition in peripheral tissues has metabolic health benefits. Glycogen storage disease type II, or Pompe disease, is a genetic disorder where GAA enzyme activity is deficient and autolysosomal (autophagosome and lysosome) glycogen accumulates (Bay et al., 2019). In mice, there is evidence that GAA deficiency (i.e., Pompe disease) increases glucose tolerance compared to wildtype (Wt) littermates (Douillard‐Guilloux et al., 2010). Furthermore, there is evidence that glycophagy‐derived glucose may be directed toward liver glucose output (Douillard‐Guilloux et al., 2010; Hijmans et al., 2017), which is relevant for diabetes as liver glucose output is typically upregulated and dysregulated in diabetes (Chevalier et al., 2006). We and others have shown that glycophagy deficiency in skeletal muscle augments insulin action in mouse muscle cells (Heden et al., 2022) or insulin signaling in mouse muscle (Lim et al., 2017). However, a detailed characterization of the effects of GAA deficiency on metabolic health has not been performed. Therefore, the objective of this study was to determine how heterozygous knockout of GAA (HetKO‐GAA) in mice impacts metabolic health (i.e., body weight, insulin sensitivity, glucose tolerance, fatty liver) and metabolism (i.e., liver glycogen content, liver glucose output, substrate metabolism, energy expenditure, liver transcriptome) in a mouse model of high‐fat diet‐induced obesity and prediabetes. We find that HetKO‐GAA is nonconsequential on all indices of metabolic health assessed. Spatial transcriptomics in the liver revealed that high‐fat diet‐induced obesity and prediabetes robustly reduced mitochondrial metabolism‐related gene abundance in both periportal and perivenous hepatocytes and uniquely reduced ribosome gene abundance in perivenous hepatocytes.

## 2 MATERIALS AND METHODS

### 2.1 Mouse models and genotyping

The University of Minnesota Mouse Genetics Lab generated the heterozygous knockout of GAA (HetKO‐GAA) and homozygous knockout of GAA (KO‐GAA) mice used in this study. Briefly, the Tild‐CRISPR/Cas9 system (Yao et al., 2018) was used to knock in LoxP sites so that they were flanking Exon 4 and 5 of the GAA gene. The LoxP site incorporation efficiency by TILD at the GAA locus intron 3 and intron 5 was confirmed in NIH3T3 cells (data not shown). The plasmid was then microinjected into 605 zygotes, of which 403 survived while 270 were transferred into females. Of the 21 pups born, 12 had LoxP knock‐in, and 2 had LoxP knock‐in on the GAA locus (founder mice). After confirming germline transmission and that LoxP was inserted on the GAA locus, mice with heterozygous knock‐in of LoxP were backcrossed to C57BL/6 mice, and then mice with heterozygous LoxP knock‐in were bred together to produce the male and female mice for this study. The effects of the Tild‐CRISPR/Cas9 system and LoxP sites (Chehelgerdi et al., 2024; Simkin et al., 2022; Skryabin et al., 2020; Suchy et al., 2024; Wang et al., 2021; Yen et al., 2014) on the GAA gene constitutively disrupted GAA transcription and GAA activity from birth to produce whole body HetKO‐GAA or KO‐GAA mice. The forward primer (5' to 3') CAT TGG GTC CCA GAG GTT CC and the reverse primer (5' to 3') AGG AAC TGG TCA GCG AAG AA were used for genotyping and distinguishing between Wt, HetKO‐GAA, or KO‐GAA mice. The restriction enzyme PsiI‐v2 (New England Biolabs, R0744L) was used to digest the PCR product to make the Wt, HetKO‐GAA, and KO‐GAA bands easier to distinguisable. The db/db mouse line was purchased from The Jackson Laboratory (Strain # 000697).

### 2.2 Mouse study

All studies performed in this manuscript were approved by the University of Minnesota IACUC or the Pennington Biomedical Research Center IACUC. All mice were housed at ~22–23°C with a 12‐h light and 12‐h dark cycle. The male and female db/+ and db/db mice were sacrificed, and liver tissue was collected at ~10 weeks of age. For the diet study, male and female mice approximately 8 weeks of age were ad libitum fed a high‐fat diet (HFD, TD.06415, Inotiv) or low‐fat diet (LFD, TD.180916, Inotiv) for 15 weeks and then sacrificed. The mice were weighed every week for the duration of this study. Tolerance tests were conducted weeks 7–11. NMR, body composition, and indirect calorimetry were conducted weeks 10–14. Mice were sacrificed 15 weeks after starting their respective diet. The method of euthanasia included administering a cocktail of ketamine (120 mg per kg of body weight), xylazine (9 mg per kg of body weight), and acepromazine (2 mg per kg of body weight) via an intraperitoneal injection, and once the mice were anesthetized, a cardiac stick for blood collection was performed, the mice were cervically dislocated, and then the heart was removed. Tissue samples were weighed, flash‐frozen in liquid nitrogen, and stored at −80°C. Blood plasma was isolated and stored at −80°C. Histological sections were preserved in 10% formalin.

### 2.3 Glucose, insulin, and glycerol tolerance tests

Blood glucose was measured with a glucometer from a tail snip at baseline and every 15 min after administration of glucose (Millipore Sigma, 49,139), glycerol (Millipore Sigma, 49,767), or insulin (Lilly, Humulin®R). For the glucose tolerance test, mice were fasted for 3.5 h and then challenged with an oral gavage of 3 mg of glucose per gram of body weight. For the insulin tolerance test, mice were fasted for 2 h and then challenged with an intraperitoneal (I.P.) injection of 1.5 U of insulin per kg of body weight for males or 1 U of insulin per kg of body weight for females. For the glycerol tolerance test, mice were fasted for 5 h and then challenged with an I.P. injection of 1 mg of glycerol per gram of body weight. Mice were re‐fed upon completion of all tests.

### 2.4 Primary hepatocyte isolation

Mice between 8 and 10 weeks of age were anesthetized, and primary hepatocytes were isolated as previously described (Charni‐Natan & Goldstein, 2020). Cells were counted with 1:1 dilution trypan blue and then plated for insulin action or hepatocyte glucose output experiments (described below). An aliquot of hepatocytes was spun down, flash‐frozen in liquid nitrogen, stored at −80°C, and used to validate the heterozygous knockout of GAA.

### 2.5 Insulin action

Three hours after plating hepatocytes, cells were serum‐starved in media (Thermo Fisher, 10,566,016) for 2.5 h, with or without 150 μM sodium oleate (TCI, O0057) and 150 μM sodium palmitate (Millipore Sigma, P9767) added to the media for lipid loading (300 μM total lipid), prior to administering 100 nM of insulin (Millipore Sigma, I6634) for 10 min in serum‐starved media. Immediately after insulin stimulation, the cells were washed once with PBS (Thermo Fisher, 10,010,023) and the plates were frozen in liquid nitrogen and stored at −80°C. RIPA buffer (0.1% SDS [Millipore Sigma, 75,746], 0.001% Sodium deoxycholate [Millipore Sigma, 30,970], 0.1% Triton X‐100 (Millipore Sigma, T8787), 0.5 mM Tris–HCl (Millipore Sigma, 9310‐OP), 5 mM EDTA [Millipore Sigma, E9884], 0.15 M NaCl [Millipore Sigma, S9888], Protease [Pierce, A32963] & Phosphatase [Pierce A32957] inhibitor) was added to the wells, and the cell homogenate was transferred to a microcentrifuge tube for analysis of insulin signaling protein abundance using Western blot.

### 2.6 Hepatocyte glucose output

Primary hepatocytes were plated on three 12‐well 5 μg/cm^2^ rat tail collagen‐coated plates at 400,000 cells/well in 1 mL low glucose DMEM (Thermo Fisher, 10,567,014) with 5% FBS (Thermo Scientific, A5256701) added. Hepatocytes were incubated for 2 h at 37°C in 5% CO_2_. One plate was kept in the incubator to represent the “fed” state. The other two plates representing a “starved” state had their media removed and were washed three times with PBS (Thermo Fisher, 10,010,023); then 350 μL of minimal DMEM (Thermo Fisher, 1,443,001) without glucose, phenol red, or pyruvate was added to each well. For starved plates, half of the wells were treated with 100 nM glucagon (Millipore Sigma, G2044). Plates were incubated for 30 min at 37°C in 5% CO_2_ and 20 RPM. For all plates, media was harvested, flash‐frozen in liquid nitrogen, and stored at −80°C. The plates were then washed 2x with PBS (Thermo Fisher, 10,010,023), flash‐frozen in liquid nitrogen, and stored at −80°C. Glucose output into the media was measured with the FUJIFILM Wako Autokit Glucose (937–03001) and normalized to a glucose standard curve.

### 2.7 Liver glycogen, free glucose, and serum glucose

To measure glycogen in liver samples, the samples were first homogenized in 1 M HCl. Next, the sample was split into two tubes including one for measurement of cellular free glucose with the FUJIFILM Wako Autokit Glucose kit (937–03001), while the other sample was used for glycogen measurement and first heated at 95°C for 1 h to catalyze glycogen into constituent glucose, and glucose was measured with the FUJIFILM Wako Autokit Glucose kit (937–03001). Free glucose was substracted from glucose released from glycogen so that free glucose was not used as part of the glycogen measurement. Serum samples were assayed directly for glucose using the FUJIFILM Wako Autokit Glucose kit (937–03001).

### 2.8 GAA activity

Liver samples were homogenized in RIPA buffer, and absolute protein was measured with the Pierce BCA protein assay kit (Thermo Fisher, A55860) in 96‐well polystyrene plates using a BSA standard curve. GAA activity was measured using a previously described protocol (Heden et al., 2022). Briefly, 5 μL of sample was added to an acidic buffer containing 0.1 M citric acid (Millipore Sigma, C0759), 0.2 M disodium hydrogen phosphate (Millipore Sigma, 1.06585), 10 mM 4‐methyl‐umbelliferyl‐alpha‐glucopyranoside (Millipore Sigma, 69,591), pH 4.5, on a 96‐well black plate for 1 h at 37°C. After 1 h, the reaction was halted with the addition of a basic buffer containing 368 mM glycine (Millipore Sigma, G8898) and 445 mM sodium carbonate (Millipore Sigma, 223,530), pH 10.5. Additionally, 1 mM of the GAA inhibitor miglitol (TCI America, M23021G) was added to control samples to account for the background of the assay and to test if the assay was working properly. Fluorescence was read at 360/440 excitation/emission. GAA activity was normalized to absolute protein.

### 2.9 Liver and serum triglycerides and cholesterol

Liver samples were homogenized in ultrapure water (Apex Bioresearch Products 18–195), and lipids were extracted with 2:1 chloroform: methanol using the Folch method. The chloroform was evaporated under a dry nitrogen blower, and lipids were resuspended in isopropanol with 1% Triton‐X100 (Millipore Sigma, X100). Liver triglycerides were measured using a commercially available kit (Pointe Scientific, T75321L). Liver cholesterol was measured using a commercially available kit (Pointe Scientific, C7510120). Serum triglyceride and cholesterol levels were also measured using these kits.

### 2.10 Quantitative PCR (qPCR)

RNA was extracted from samples using Trizol (Thermo Fisher, 15,596,026). Concentration and purity were measured with a nanodrop. cDNA was synthesized via PCR with the Applied Biosystems High‐Capacity cDNA Reverse Transcription Kit (#4368814). PowerTrack™ SYBR™ Green Master Mix reagent was added to cDNA for the qPCR reaction mix, and qPCR was performed with the Applied Biosystems QuantStudio™ 6 Pro Real‐Time PCR System (#A43054) using Applied Biosystems Design & Analysis 2.6.0 software.

### 2.11 Western blotting

Samples were diluted in RIPA buffer. The initial run was performed at 120 V for 60 min, and the transfer step was performed at 100 V for 60 min. Protein loading was measured with a Ponceau S (Thermo Fisher, 161,470,250) stain. Rabbit AKT (Cell signaling 9272S) and pAKT^S473^ (Cell signaling 4060S) were used as primary antibodies, and fluorescent Goat anti‐rabbit (Li‐Cor IRDye® 800CW 926–32,211) was used as the secondary antibody.

### 2.12 Histology

Tissue sections were fixed in 10% formalin (Millipore Sigma, HT501128) and subsequently paraffin‐embedded for Hematoxylin and Eosin (H&E) and Periodic Acid Schiff (PAS) staining, which were performed within the Cell Biology and Bioimaging Core at Pennington Biomedical Research Center.

### 2.13 Spatial transcriptomics

#### 2.13.1 Liver preparation for NanoString GeoMx assay

Liver tissues from formalin‐fixed, paraffin‐embedded blocks were sectioned at a thickness of 5 microns and mounted on Superfrost Plus Microscope Slides (Fisherbrand, 12–550‐15). Sections were placed within the central 36.2 mm × 14.6 mm area of the slides to ensure tissues fit within the gasketed GeoMx slide holder. Mounted tissues were dried in a hood overnight at room temperature. Slides were processed and stained using the Nanostring GeoMx RNA slide preparation protocol. DEPC‐treated water (Thermo Fisher, AM9922) was used to make all solutions. Slides were baked for approximately 60 min at 60°C. After baking, tissue was deparaffinized and rehydrated with Citrisolv (Fisher Scientific, 04–355‐121), H_2_O, and EtOH. Antigen retrieval was performed with a high pH EDTA‐based antigen retrieval buffer (eBioscience IHC Antigen Retrieval Solution – High pH, 00–4956‐58). The antigen retrieval buffer was preheated for 1 h in a 5‐quart steamer (Hamilton Beach, 37530Z). Slides were incubated in hot EDTA buffer in the steamer for 20 min. To expose RNA targets for optimal probe hybridization, tissues were digested in a 1 μg/mL proteinase K (Invitrogen Ambion Recombinant Proteinase K Solution, AM2546) solution for 5 min at 37°C. Following proteinase digestion, tissues were briefly fixed in 10% neutral buffered formalin for 5 min.

#### 2.13.2 RNA hybridization and morphology marker staining

Prepared tissues were flooded with whole transcriptome RNA probes (NanoString Technologies, 121,401,102) attached to oligonucleotide barcodes via photocleavable linkers. Slides were covered with HybriSlip hybridization covers (Grace Bio‐Labs, 714,022) and hybridized overnight at 37°C in a hybridization oven (Boekel Scientific RapidFISH Slide Hybridizer, Cat#240200). Following hybridization, unbound probes were washed away using a solution of equal parts 4XSSC and deionized formamide (Thermo Fisher, AM9342). After washing, immunofluorescence staining was performed using commercially available antibodies against E‐Cadherin (BD Biosciences, Cat#610182) and Cytochrome P450 2E1 (Abcam, ab28146). Slides were blocked with Buffer W probes (NanoString Technologies, 121,300,313) at room temperature for 2 h incubated with unconjugated primary antibody overnight at 4°C and a concentration of 0.1667 μg/mL for E‐Cadherin and 20 μg/mL for Cytochrome P450 2E1. Slides were washed three times in 2XSSC and then incubated for 2 h with secondary antibodies conjugated with Alexa Fluor 532 and 647 (diluted 1:2000) and SYTO 13 green, fluorescent nucleic acid stain (Thermo Fisher, S7575). Slides were washed in 2XSSC and loaded into the GeoMx DSP instrument slide holder.

#### 2.13.3 GeoMx DSP area of illumination selection and barcode collection

The GeoMx DSP instrument performs multiplexed wide field immunofluorescence microscopy and utilizes an ultraviolet (UV) laser to release oligonucleotide barcodes from a specific area of illumination (AOI). The fluorescently labeled morphology markers enable precise selection of regions within a tissue based upon fluorescent intensity. The GeoMx instrument has a complement of four fluorescence imaging channels with the following specifications (Channel, Excitation (peak/bandwidth), Emission (peak/bandwidth)): FITC, 480/28 nm, 516/23 nm; Cy3, 538/19 nm, 564/15 nm; Texas Red, 588/19 nm, 623/30 nm; Cy5, 645/19 nm, 683/30 nm. Only the selected areas were illuminated by UV light, thereby photocleaving the linker molecule and liberating the oligonucleotide barcodes in specific regions within the AOI. Slides were loaded and scanned in the Nanostring GeoMx DSP instrument. Exposure times for each channel were optimized for each instrument run. Typical exposure times were set to 75 ms (FITC), 300 ms (Cy3), and 200 ms (Cy5) and modified as needed to optimize the fluorescence signal.

Each AOI was flooded with oligo‐labeled probes, each designed to hybridize with the mRNA from a specific gene. Each probe that successfully finds its mRNA target releases a short DNA fragment (oligo) that contains a sequence (or barcode) identifying the gene that the probe was designed to target. All these released DNA fragments from an AOI are collected and run on a sequencer to see what the DNA sequence is of each fragment. A lookup table provides the conversion from DNA sequence (or barcode) to gene target, and Nanostring software counts how many times the DNA barcodes for each gene were seen in the sequence data from a region of interest, resulting in a big count table. The count values indicate mRNA abundance, and these values were then normalized to the number of nuclei to correct for cell number in each AOI. Statistical analysis was performed on these corrected count numbers.

### 2.14 Metabolic and behavioral phenotyping

Mice were placed in Promethion Metabolic Cages (Hong Kong Polytechnic University) for 75 h. Oxygen consumption, energy expenditure, respiratory exchange ratio, activity, food intake, and water intake were measured using this closed system. The mice were fasted for approximately 17 h during the last day of testing.

### 2.15 Statistics and graph generation

GraphPad Prism 10.1.2 and CalR 1.3 (Abbassi‐Daloii et al., 2023) (https://www.calrapp.org/) were used to generate graphs and run analyses. Treatment groups were compared using Tukey multiple comparisons tests. DESeq2 v1.42.1 in R v4.3.3.R software was used to perform differential expression analysis of the spatial transcriptomics data set. Two criteria required for significance included an adjusted *p* value <0.05 as well as a Log2 Fold Change of ≥0.80 or ≤−0.8 or lower. Volcano plots were generated using VolcanoNoseR software (Goedhart & Luijsterburg, 2020) (https://huygens.science.uva.nl/VolcaNoseR/). Heat maps were generated using GraphPad Prism 10.1.2. The online app bioRender was used to create a study design schematic presented in Figure 2 (https://www.biorender.com). The Database for Annotation, Visualization, and Integrated Discovery (DAVID, https://davidbioinformatics.nih.gov/) was used to perform the Kyoto Encyclopedia of Gene and Genomes (KEGG) pathway analysis.

## 3 RESULTS

### 3.1 GAA activity is elevated in the liver of diabetic mice

Given that glycophagy‐derived glucose may contribute to liver glucose output, an upregulation in liver glycophagy may contribute to hyperglycemia in diabetes. To test this idea, GAA activity in the liver of db/+ and db/db diabetic mice was measured. Liver GAA activity was moderately elevated in the liver of both male and female db/db mice compared to db/+ controls (Figure 1a,b), suggesting that, in the setting of diabetes, liver glycophagy is elevated and may contribute to hyperglycemia.

**FIGURE 1:**
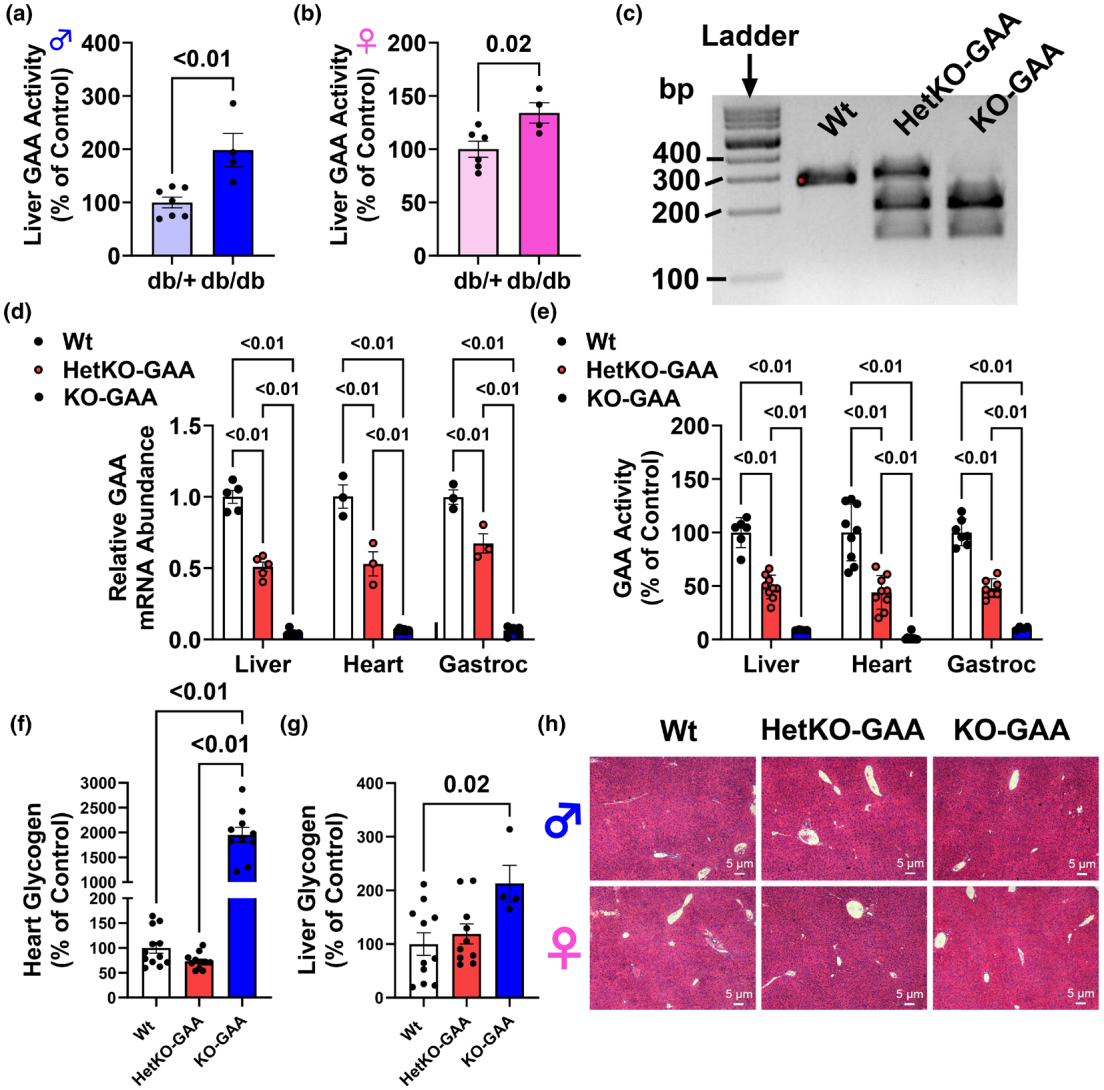
GAA activity is elevated in the liver of db/db mice and characterization of heterozygous and homozygous GAA knockout mice. (a, b) Liver GAA activity in db/+ and db/db male (a) and female (b) mice. (c) Southern blot image of wildtype (Wt), heterozygous knockout of GAA (HetKO‐GAA), and homozygous knockout of GAA (KO‐GAA). (d) Relative GAA mRNA abundance in several mouse tissues from male and female mice. (e) GAA activity in several mouse tissues from male and female mice. (f) Heart glycogen content in male and female mice. (g) Liver glycogen content in male and female mice. (h) Hematoxylin and eosin (H&E) staining of liver sections from male and female mice. Results are expressed as means ± S.E.M.

### 3.2 Generation of mice with a heterozygous knockout of GAA

Although liver GAA activity was elevated and associated with diabetes in db/db mice, this is a genetically induced model of obesity and diabetes. Therefore, next we wanted to determine if liver GAA activity was modulated in a HFD induced model of obesity and prediabetes, and if targeting glycophagy could improve glycemic control and other indices of metabolic health. A southern blot was used to genotype and identify Wt, HetKO‐GAA, and homozygous GAA‐KO mice (Figure 1c). To further confirm our mouse model, GAA mRNA abundance (Figure 1d) and GAA activity (Figure 1e) were measured and in Wt control littermates these were significantly greater compared to HetKO‐GAA and KO‐GAA mice across multiple tissues including the liver, heart, and gastrocnemius (gastroc) skeletal muscle. GAA mRNA abundance and activity were also significantly different between HetKO‐GAA and KO‐GAA mice in these tissues. In the heart, KO‐GAA mice had a massive accumulation of glycogen compared to Wt and HetKO‐GAA mice (Figure 1f), which is a classic characteristic of Pompe disease. In the liver, glycogen content was greater in KO‐GAA mice compared to Wt mice, but the magnitude of difference was much less compared to the heart (Figure 1g), while H&E staining of liver sections did not reveal any obvious morphological alterations between genotypes (Figure 1h).

### 3.3 Liver GAA activity, glycogen content, body weight gain, and body composition

Mice with Pompe disease develop massive amounts of glycogen accumulation in the heart and skeletal muscle that impair muscle function and can induce pathologies such as muscle wasting and heart failure. To avoid these pathology effects, we used HetKO‐GAA mice, which do not develop heart pathology, to determine if partial reductions in glycophagy could alter liver metabolism and overall metabolic health. Approximately 8‐week‐old male and female mice (both Wt and HetKO‐GAA) were placed on a purified LFD or HFD for 15 weeks and then sacrificed (Figure 2a). The HFD reduced GAA activity in both male and female Wt mice, while GAA activity was reduced by approximately 50% in HetKO‐GAA mice compared to Wt mice fed either a LFD or HFD (Figure 2b,d). Glycogen was not different between the groups when measured with a colorimetric assay (Figure 2c,e) or on liver sections with PAS staining (Figure 2f,g). Both male and female mice on the HFD gained more weight (Figure 2h–k) and had a higher fat mass (Figure 2l,n) than mice on the LFD diet, but there was no difference between Wt and HetKO‐GAA mice. Lean mass was not impacted by diet or genotype (Figure 2m,o).

**FIGURE 2:**
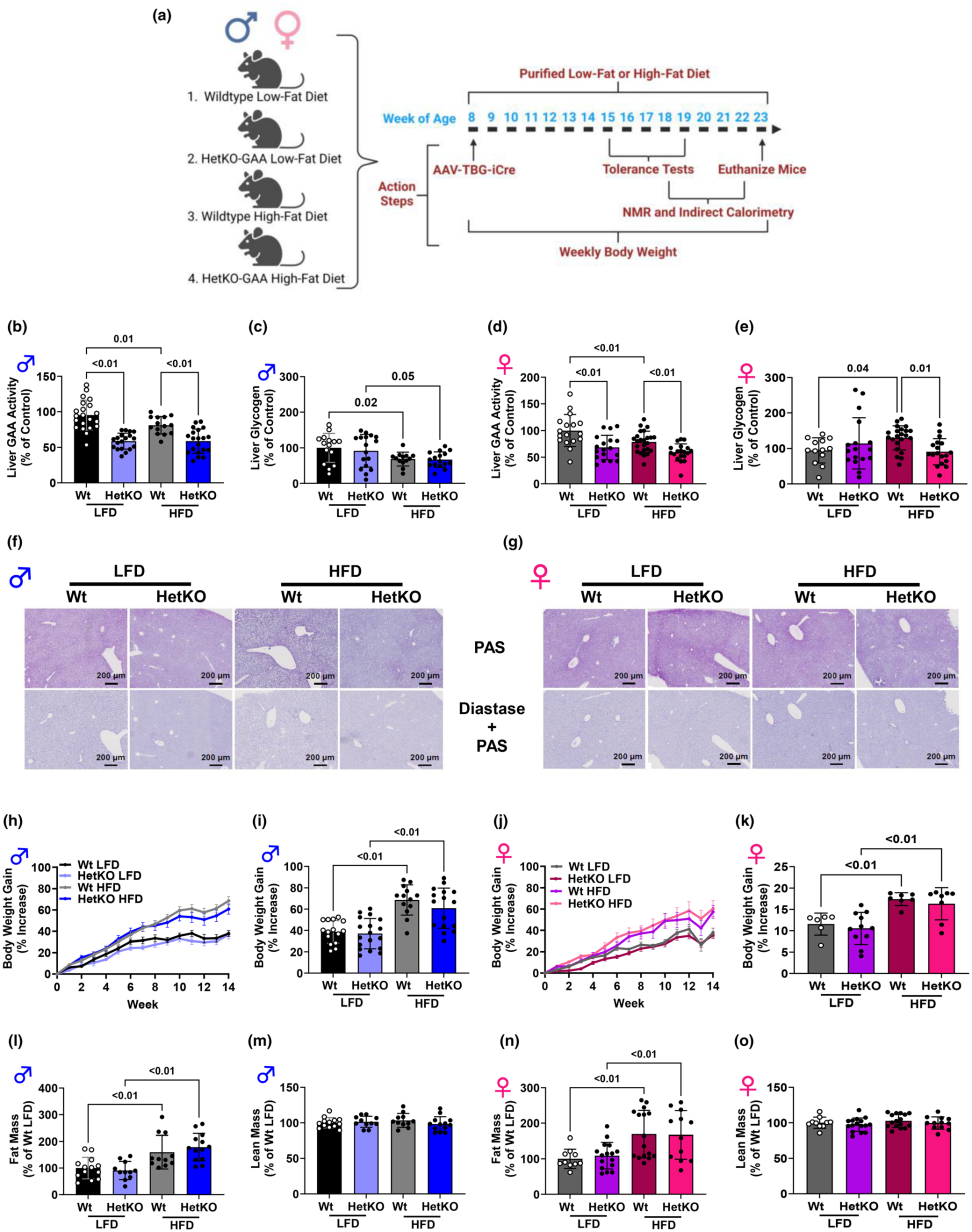
Partially reducing liver GAA activity does not alter liver glycogen or body composition. (a) Schematic showing study design. This figure was created using bioRender software. (b–e) Liver GAA activity (b, d) and glycogen (c, e) in males (b, c) and females (d, e). (f, g) Liver histology with PAS or Diastase + PAS staining in males (f) and females (g). (h–k) Mouse body weight time course (h, j) and total weight gain (i, k) in males (H, I) and females (j, k). (l–o) Mouse body fat (l, n) and lean mass (m, o) as a percentage of total weight in males (l, m), and females (n, o). Results are expressed as means ± S.E.M.

### 3.4 Oxygen consumption and energy expenditure

To assess if diet or genotype impacted whole body oxygen consumption or energy expenditure, mice were housed in the Promethion indirect calorimetry unit for ~70–72 h. In male mice, neither oxygen consumption nor energy expenditure was altered during ad libitum fed conditions or during an overnight fast (Figure 3a–c). Similarly, in females, HetKO‐GAA mice did not have any alteration in oxygen consumption or energy expenditure when fed a LFD or HFD (Figure 3d–f).

**FIGURE 3:**
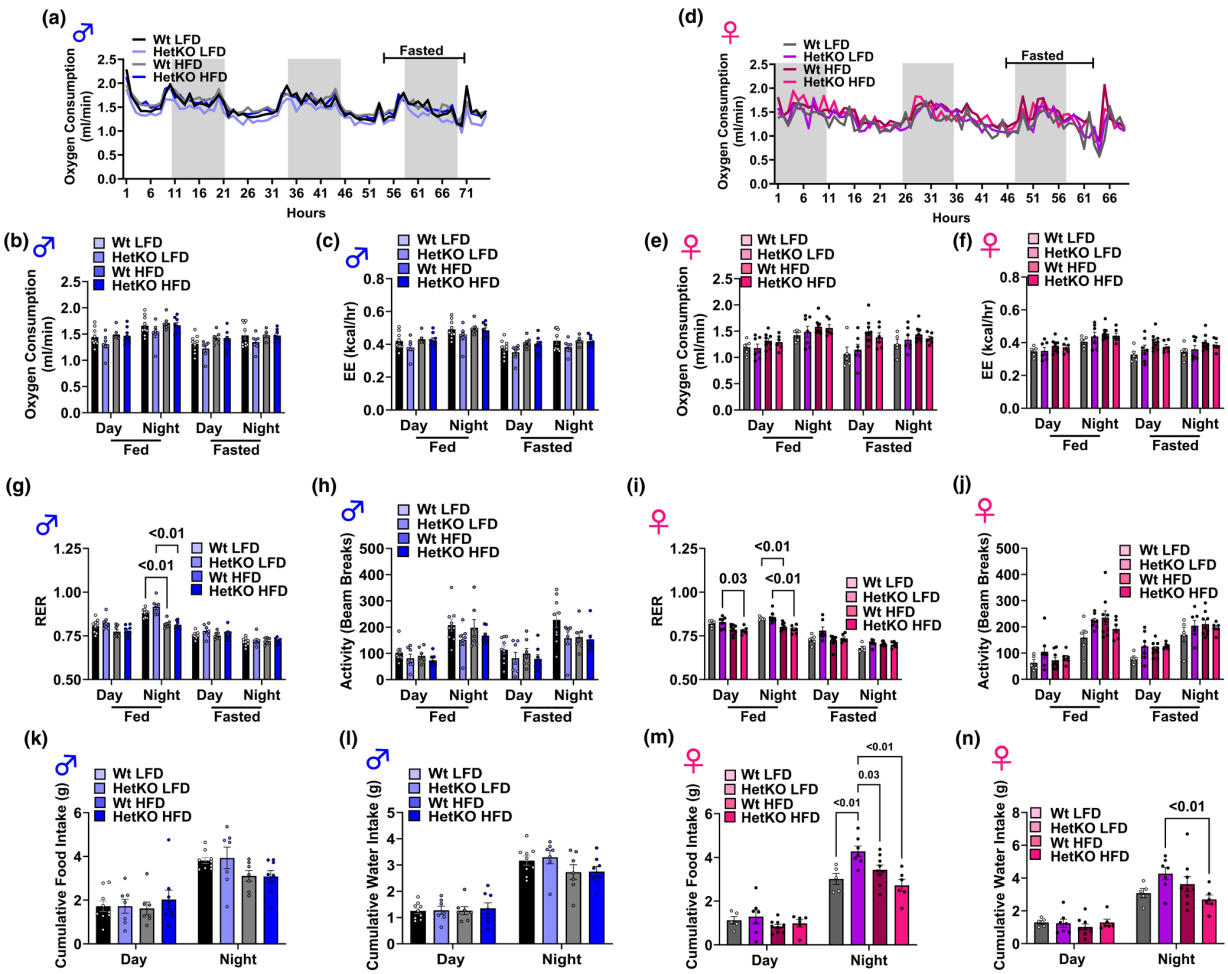
Indirect calorimetry. (a–f) Time course of oxygen consumption (a, d), average oxygen consumption (b, e), and energy expenditure (EE) (c, f) in male (a–c) and female (d–f) mice. (g, i) The respiratory exchange ratio (RER) in male (g) and female (I) mice. (h, j) Physical activity (beam breaks) in male (h) and female (j) mice. (k–n) Cumulative food (k, m) and water intake (l, n) in male (k, l) and female (m, n) mice. Results are expressed as means ± S.E.M.

### 3.5 Substrate metabolism

Under fed conditions during the night, both Wt and HetKO‐GAA male and female mice fed the HFD had a lower respiratory exchange ratio (RER) compared to HetKO‐GAA male and female mice fed the LFD, indicating greater fat oxidation (Figure 3g,i). However, during fasting conditions, these differences in substrate metabolism disappeared, as the RER was similar across all groups.

### 3.6 Physical activity, food, and water intake

In male and female mice, there was no significant difference in activity (beam breaks) between the groups during the day or night under fed or fasted conditions (Figure 3h,j). During the day, food intake was not different between the groups in both males (Figure 3k) and females (Figure 3m). During the night, food intake between the male groups was not different (Figure 3k), while the HetKO‐GAA female mice fed the LFD had higher food intake compared to the other three groups (Figure 3m). In males, water intake was not different across groups either during the day or night (Figure 3l). In females, water intake during the day was not different across groups, but during the night, water intake was higher in HetKO‐GAA mice fed the LFD compared to HetKO‐GAA mice fed the HFD (Figure 3n).

### 3.7 Glucose, insulin, and glycerol tolerance tests

In both male and female mice, blood glucose concentrations during a glucose tolerance test (Figure 4a,b,g,h) were higher in mice fed the HFD compared to mice fed the LFD, an effect that was not worsened in HetKO‐GAA mice. Fasting blood glucose was higher in male mice fed the HFD, but only after a 2‐h fast, while no other differences in blood glucose were observed after 3.5‐h or 5‐h fasting durations (Figure 4i,j). An insulin tolerance test revealed male mice fed the HFD, regardless of genotype, had higher blood glucose concentrations at 60 min post insulin injection compared to mice fed the LFD, indicating insulin resistance (Figure 4c), although the area under the curve was only significantly different between LFD and HFD Wt groups (Figure 4g). In females, blood glucose concentrations during the insulin tolerance test were not significantly modified between the groups (Figure 4d,h), which is consistent with a previous study showing female mice are protected from HFD‐induced insulin resistance (Pettersson et al., 2012). Glycerol tolerance, an indicator of hepatic gluconeogenesis, was not modified between the groups in male or female mice (Figure 4e–h).

**FIGURE 4:**
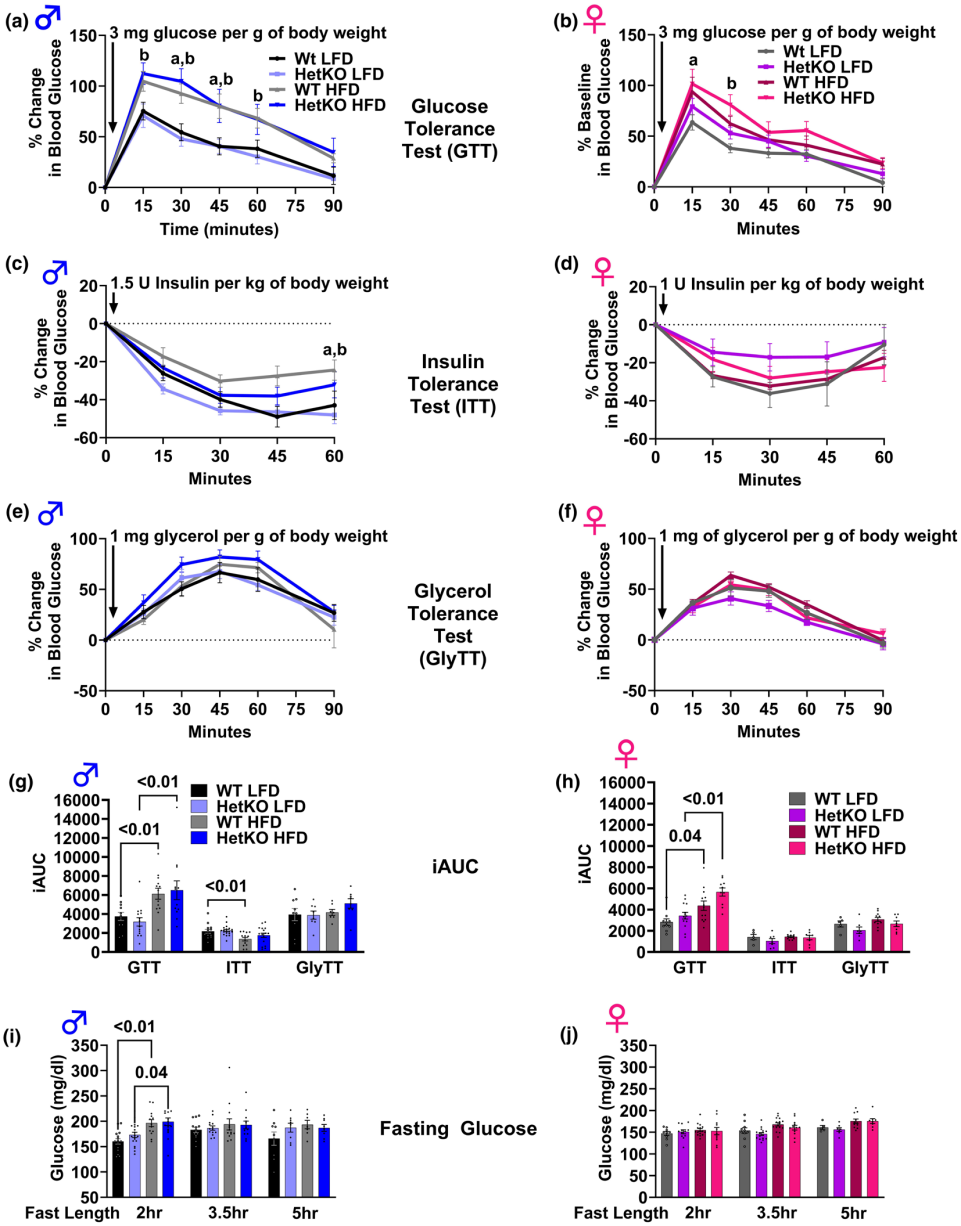
Tolerance tests. (a–f) Glucose tolerance (a, b), insulin tolerance (c, d), and glycerol tolerance (e, f) in male (a, c, e) and female (b, d, f) mice. (g, h) Incremental area under the curve for tolerance tests in males (g) and females (h). (i, j) Fasting blood glucose after various lengths of fasting after ad libitum feeding in male (i) and female (j) mice. Results are expressed as means ± S.E.M.

### 3.8 Primary hepatocyte glycogenolysis, glucose output, and insulin action

Although liver tissue is made up of predominantly hepatocytes, numerous other cells are present in the tissue, including endothelial cells, Kupffer cells, hepatic stellate cells, epithelial cells, and smooth muscle cells. To better understand hepatocyte‐specific metabolism, primary hepatocytes were isolated from male and female mice. Cellular glycogen in male and female mice was not different between groups under basal (non‐glucagon stimulated) or glucagon‐stimulated (100 nM) conditions (Figure 5a,b), which is consistent with our in vivo data suggesting that partial loss of GAA enzyme activity is not sufficient to induce glycogen accumulation. Glucose output in primary hepatocytes significantly increased in the presence of 100 nM glucagon, but this increase was not different between genotypes in hepatocytes from male or female mice (Figures 5c and 6d). We also assessed insulin action in primary hepatocytes that were either incubated in fatty acid‐free media or in media with 300 μM lipids (including 150 μM oleate and 150 μM palmitate). After serum starving cells for ~3 h, with or without lipids, and then stimulating them with 100 nM of insulin for 10 min, the protein abundance of total Akt and phosphorylated (p) Akt^S473^ was assessed. In males, partial depletion of GAA did not alter total Akt or pAkt^S473^ protein abundance in response to insulin stimulation, either without or with lipids, indicating no difference in insulin action between genotypes (Figure 5e–g). Similarly, in primary hepatocytes from female mice, partial GAA deletion did not alter total Akt or pAkt^S473^ protein abundance compared to Wt control hepatocytes (Figure 5h–j). In primary hepatocytes from Wt males and Wt and HetKO females the lipid loading significantly reduced the protein abundance of pAkt^S473^ in response to insulin stimulation, indicating reduced insulin action and increased sensitivity to lipid‐induced insulin resistance. In males, but not females, total Akt protein abundance was significantly reduced with lipid loading (Figure 5f).

**FIGURE 5:**
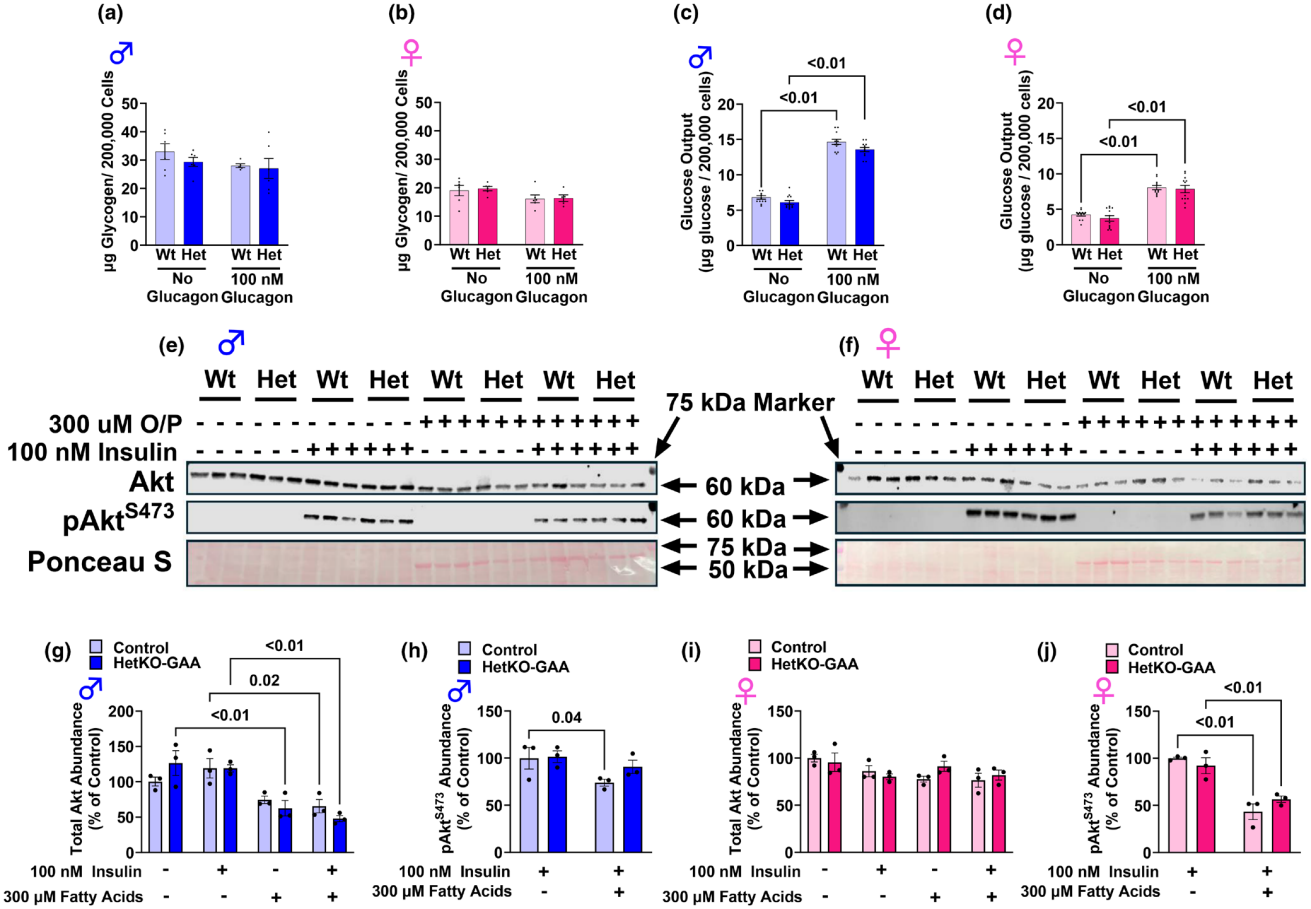
Glycogen, glucose output, and insulin action in primary hepatocytes. (a, b) Glycogen content in primary hepatocytes from male (a) and female (b) mice. (c, d) Glucose output during a 30 min incubation period in primary hepatocytes from male (c) and female (d) mice. (e, h) Western blot image of total Akt and pAkt^S473^ in primary hepatocytes from male (e) and female (h) mice either with or without insulin or oleate/palmitate (O/P) loading. (f–j) Densitometry quantification from Western blot images of total Akt and pAkt^S473^ in primary hepatocytes from male (f, g) and female (i, j) mice either with or without insulin or fatty acid (O/P) loading. Results are expressed as means ± S.E.M.

**FIGURE 6:**
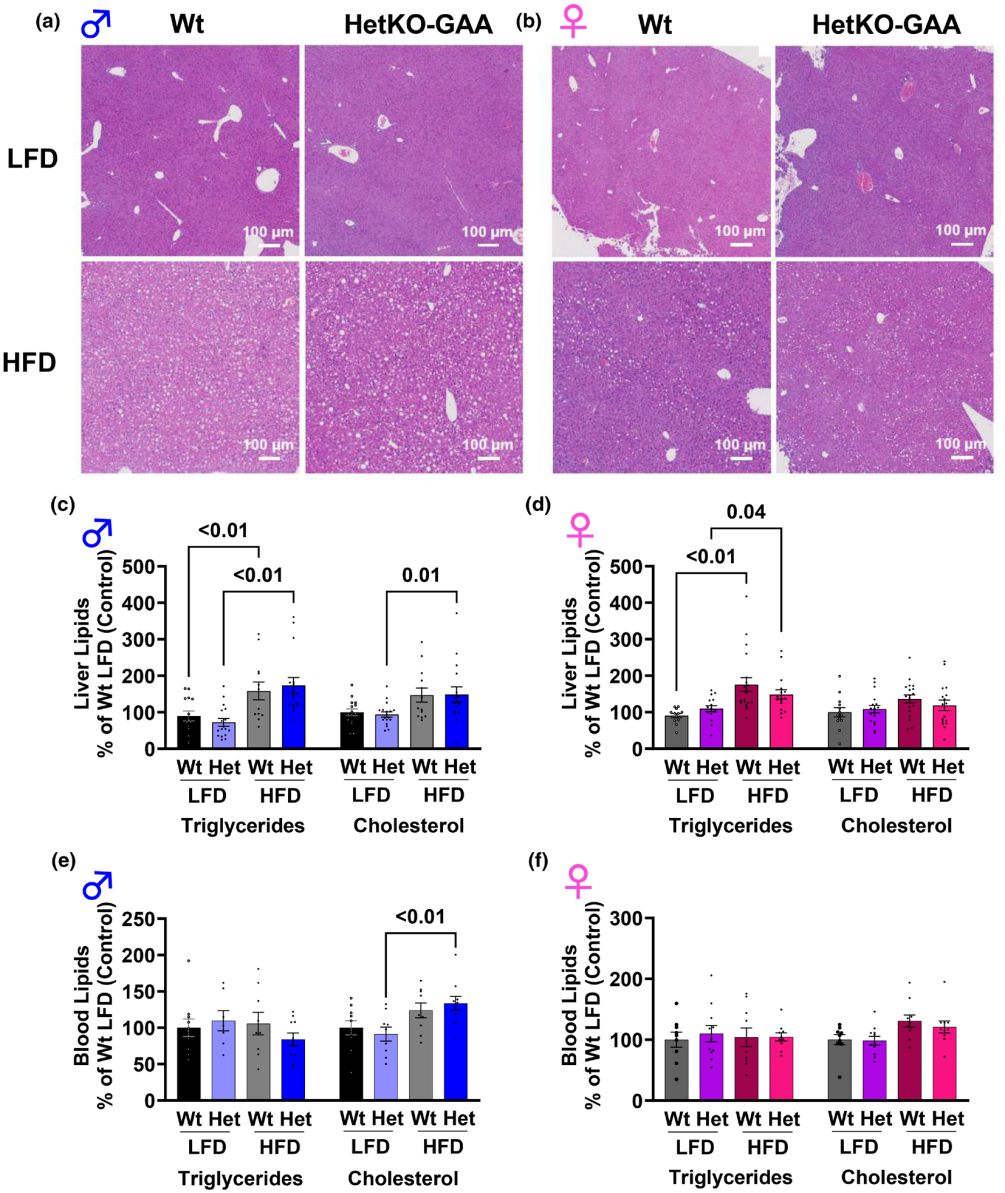
Lipid metabolism. (a, b) Liver hematoxylin and eosin (H&E) staining of liver sections from male (a) and female (b) mice. (c, d) Liver triglyceride and cholesterol levels in male (c) and female (d) mice. (e, f) Blood triglyceride and cholesterol levels in male (e) and female (f) mice. Results are expressed as means ± S.E.M.

### 3.9 Liver morphology and liver and serum triglyceride and cholesterol content

Hematoxylin and eosin staining did not reveal any differences in liver morphology between Wt and HetKO‐GAA mice, although mice fed the HFD, independent of sex and genotype, appeared to have higher lipid droplet accumulation (white circle structures) (Figures 6a,b). Triglycerides and cholesterol were extracted from liver tissue and measured, and this revealed that males, independent of genotype, had higher liver triglyceride content when fed the HFD compared to males fed the LFD (Figure 6c). Liver cholesterol content was higher in the HetKO male mice fed the HFD compared to HetKO mice fed the LFD, while cholesterol was not significantly different between Wt mice fed the LFD and HFD. Both Wt and HetKO female mice fed the LFD had lower liver triglyceride content compared to Wt and HetKO‐GAA mice fed the HFD, while liver cholesterol content was not altered between groups (Figure 6d). In males and females, serum triglycerides were not significantly different between groups (Figure 6e,f). Serum cholesterol was higher in male HetKO‐GAA mice fed the HFD compared to male HetKO‐GAA mice fed the LFD, while cholesterol content was not significantly different between the other groups (Figure 6e,f).

### 3.10 Spatial transcriptomics

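Liver RNA was profiled on GeoMx, an assay in which probes carrying a sequence tag are released by light from a chosen area of a tissue section and counted by sequencing. Sections 5 µm thick came from 16 male mice, 4 each of Wt LFD, Wt HFD, HetKO LFD and HetKO HFD, after 15 weeks on the diet. In each mouse 3 areas of illumination (AOIs) were collected per zone, which gave 12 AOIs per group and zone, 96 AOIs in all, and 32 samples when the 3 AOIs of a zone were averaged. The authors' pipeline (GeoMx NGS Pipeline version 2.3.3.10) removed duplicate reads, and the values that were deposited are scaled so that the third quartile of every AOI is 60.2. Deduplicated reads per AOI ranged from 60874 to 1772443 with a median of 536938. Per group they ranged in the periportal zone from 278964 to 832767 in Wt LFD, 232808 to 568082 in Wt HFD, 454638 to 1346599 in HetKO LFD and 196322 to 937498 in HetKO HFD. In the perivenous zone they ranged from 60874 to 1439545 in Wt LFD, 203970 to 1643695 in Wt HFD, 518574 to 1772443 in HetKO LFD and 300140 to 1304024 in HetKO HFD. An AOI held 118 to 788 nuclei. A gene was tested when at least 10 of the 96 AOIs were above the limit of quantitation (LOQ), a level set by the negative probe, which binds no mouse transcript. The log2 of the value plus 1 was averaged over the 3 AOIs and compared with limma between groups of 4 mice. A gene was called at an adjusted p under 0.05 and a log2 fold change of at least 0.80 in size, the thresholds given in the methods, and all tests were two-sided. Members of gene lists were counted as higher or lower at an adjusted p under 0.05 alone, whatever the size of their fold change. Of all 6805 genes tested between the diets, 1911 passed this limma threshold periportally and 1530 perivenously in Wt. In HetKO 600 and 1504 passed it.

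All LFD sections were on one set of slides and all HFD sections on another, while both genotypes were on both sets, so that diet and slide set cannot be told apart. Of the 96 AOIs, 5 were sequenced on another plate, all from mouse HetKO LFD 1. The share of targets above the LOQ in the periportal zone was 50.3% ± 14.9 in Wt LFD, 23.0% ± 14.9 in Wt HFD, 62.3% ± 7.12 in HetKO LFD and 39.3% ± 5.17 in HetKO HFD (SD, n = 4 mice each). In the perivenous zone it was 55.4% ± 11.8, 19.0% ± 7.06, 63.6% ± 11.5 and 40.4% ± 4.29 in the same order. The signal over background, the median of the gene targets divided by the negative probe, was 1.58 ± 0.114 in Wt LFD and 1.25 ± 0.112 in Wt HFD in the periportal zone, and 1.39 ± 0.101 and 1.21 ± 0.132 in the perivenous zone. In HetKO it was 1.41 ± 0.00889 on the LFD and 1.35 ± 0.0752 on the HFD periportally, and 1.35 ± 0.0556 and 1.27 ± 0.0417 perivenously. Among 24 exact two-sided permutation tests of these and 1 other technical measure between groups, the smallest adjusted p was 0.0762, and 4 mice against 4 allow no unadjusted p under 0.0286.

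Gaa, which encodes acid alpha-glucosidase, the lysosomal enzyme that breaks down glycogen, is the gene disrupted in HetKO and lies on chromosome 11 of GRCm38 from 119267963 to 119285458. In LFD mice its normalized count was 50.5 ± 7.38 in HetKO and 73.4 ± 5.38 in Wt in the periportal zone (SD, n = 4 each), and 44.8 ± 7.79 and 62.3 ± 5.84 in the perivenous zone, with no overlap between the genotypes in either zone (exact permutation test, p = 0.0286 each, two-sided). These are log2 differences of -0.53 and -0.48. In HFD mice the periportal count was 42.6 ± 10.8 in HetKO and 48.9 ± 7.99 in Wt (log2 difference -0.25, exact permutation test, p = 0.371, n = 4 each). Perivenously it was 40.96 ± 5.28 and 46.3 ± 7.28 (log2 difference -0.18, exact permutation test, p = 0.257, n = 4 each). Under scaling by nuclei the periportal LFD difference was 0.24 and the perivenous HFD difference 0.16, and with the negative probe subtracted the latter was 0.09. The median of all genes in these fits was 0.83, 0.36 and 0.22 in turn, above the value of Gaa each time. Gaa was above the LOQ in 12 of 12 Wt LFD and 11 of 12 HetKO LFD periportal AOIs, and in 2 of 12 Wt HFD and 3 of 12 HetKO HFD periportal AOIs.

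**Figure D1:**
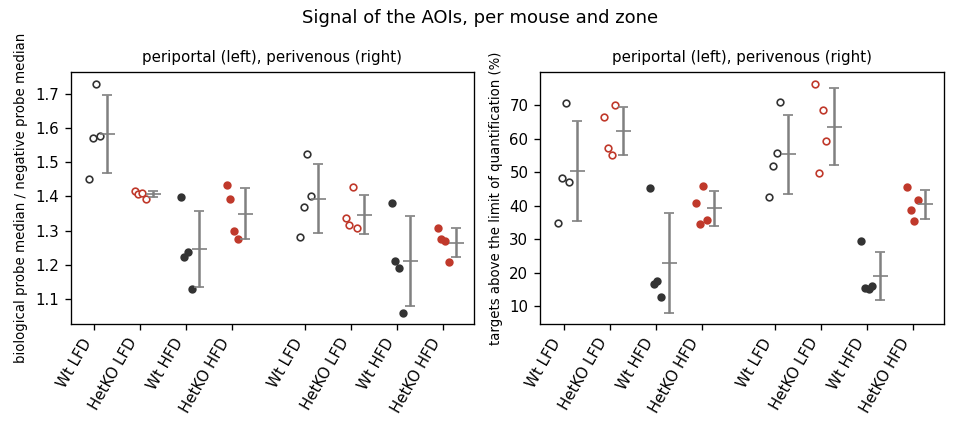
Signal over background (median of the gene targets divided by the negative probe, a ratio) and percent of targets above the LOQ, 1 point per mouse and zone, open for LFD and filled for HFD, black for Wt and red for HetKO, with grey bars for the mean ± SD of 4 mice. Wt HFD has the lowest mean share of targets above the LOQ in both zones (23.0% periportal, 19.0% perivenous).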

A spatial transcriptomics analysis on male liver sections was performed to determine if genotype or diet impacted liver zone‐specific transcriptomes. The raw data for this analysis was deposited into the Gene Expression Omnibus data repository under series record GSE284331 and is publicly available. Periportal hepatocytes were stained red with an antibody against the ECAD protein (a known marker of the periportal zone), perivenous hepatocytes were stained green with an antibody against Cyp2E1 (a known marker for perivenous hepatocytes), and the nucleus was stained blue with an antibody against SYTO13 (Figure 7a). We then used these markers to create three AOI's within the periportal and perivenous zone that was used for RNA sequencing (Figure 7a). We then averaged the three AOI's within each zone and used the average for data analysis (All normalized data used in analysis are available in Tables S1 and S2). 

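The value table held 7395 targets, of which 7394 were genes and 1 was the negative probe. Of these genes, 6805 were above the LOQ in at least 10% of AOIs and were tested, and 589 were not. A stricter group of 2908 genes was above it in at least 50% of AOIs. Of the 7394 genes, 7364 matched the GRCm38.p6 annotation by symbol and 6 by a synonym, and 24 had no match.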

A total of 7395 genes were detected. We confirmed that each zone was correctly identified using the gene expression of CDH1 (ECAD) and Cyp2E1 in each zone. 

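Genes known to mark the periportal or perivenous end of the liver lobule differed between the zones of Wt LFD mice. Of 27 periportal marker genes tested, 26 were lower in the perivenous zone, and Tfr2, the transferrin receptor of hepatocytes, did not pass the test. All 23 perivenous marker genes tested were higher there. Cyp2f2, a periportal cytochrome P450, had a perivenous minus periportal log2 difference of -3.80 (standard error 0.161, limma adjusted p = 1.11e-10, n = 4 mice), and Sds and Hal, which break down serine and histidine, had differences of -3.84 and -3.46. Cyp2c29, a perivenous cytochrome P450, had a difference of 4.21 (standard error 0.135, limma adjusted p = 7.27e-12, n = 4), and Oat, an enzyme of ornithine breakdown, and Slc1a2, a glutamate transporter, had differences of 4.36 and 3.75. In Wt HFD mice 18 of the 27 periportal markers were lower and 18 of the 23 perivenous markers higher in the perivenous zone (25 and 21 when adjusted over the list alone). The difference was then -2.44 for Cyp2f2, 2.49 for Cyp2c29 and 1.45 for Slc1a2. Camera, which compares a list with all other genes, gave adjusted p = 4.08e-58 and 4.55e-66 for the periportal and perivenous lists in Wt LFD at its preset correlation of 0.01, and adjusted p = 0.0537 for each with an estimated correlation (0.0659 and 0.0672 in Wt HFD). At the thresholds of the methods 171 genes differed between the zones in Wt LFD, 94 higher perivenously and 77 periportally, and 79 in Wt HFD, 38 and 41. The AOIs were chosen by stains for the proteins of Cdh1 and Cyp2e1, so these markers describe what the stains selected.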

In all mice fed the LFD, Cdh1 gene expression was higher in periportal compared to perivenous hepatocytes, while in HFD‐fed mice this difference in mRNA abundance between zones disappeared (Figure 7b). 

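Cdh1, which encodes E-cadherin and lies on chromosome 8 from 106603350 to 106670247, was higher in the periportal zone in 8 of 8 LFD mice. Its perivenous minus periportal log2 difference was -1.13 ± 0.47 (SD, n = 8), a 2.19-fold higher periportal value (exact permutation test, p = 0.00781, two-sided, the smallest that 8 pairs allow). In LFD mice the periportal normalized count was 52.5 ± 13.0 in Wt and 64.7 ± 12.1 in HetKO (SD, n = 4 each), against 23.9 ± 5.72 and 27.9 ± 3.22 perivenously. In HFD mice Cdh1 was higher in the periportal zone in 5 of 8, with a log2 difference of -0.27 ± 0.61 (exact permutation test, p = 0.203, n = 8). The periportal counts were 44.6 ± 11.6 in Wt HFD and 46.3 ± 9.98 in HetKO HFD (SD, n = 4 each), and the perivenous counts 44.2 ± 10.4 and 33.7 ± 7.33. The difference between the zones was larger on the LFD by 0.86 on the log2 scale (exact permutation test of diet, p = 0.00684, n = 8 mice each). By genotype this test gave p = 0.114 in Wt and p = 0.0857 in HetKO (exact permutation test, n = 4 each).

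Cdh1 was above the LOQ in 9 of 12 Wt LFD and 12 of 12 HetKO LFD periportal AOIs, in 2 of 12 Wt HFD and 5 of 12 HetKO HFD periportal AOIs, and in 0 of 12 perivenous AOIs of each group. Among Wt HFD mice the perivenous count was lowest in mouse 1, whose zone difference was -1.03. Under scaling by nuclei the LFD difference was -0.93 (limma with the mouse as a block, adjusted p = 0.158, exact permutation test, p = 0.0234, n = 8) and the HFD difference 0.27 (exact permutation test, p = 0.406, n = 8). Without mouse Wt HFD 2 the HFD difference was -0.42 (limma, adjusted p = 0.0434, exact permutation test, p = 0.0625, the exact test not past 0.05, n = 7).

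**Figure D2:**
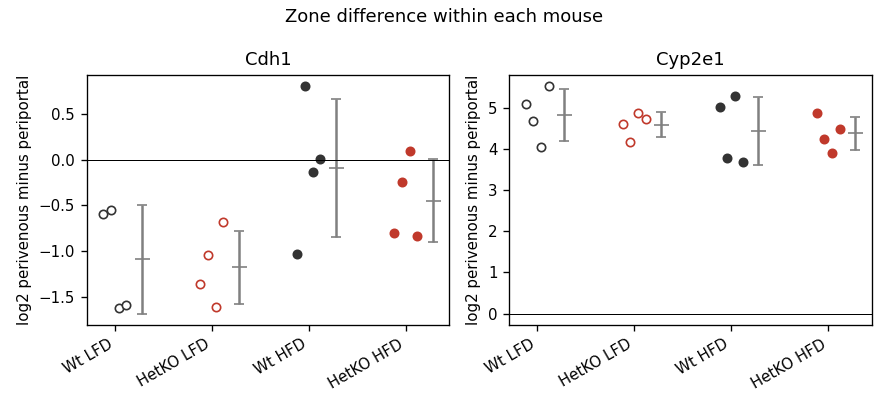
Log2 perivenous minus periportal difference of Cdh1 and Cyp2e1, 1 point per mouse, with the mean ± SD of the 4 mice of each group. Values under 0 are higher in the periportal zone, as for Cdh1 in 8 of 8 LFD mice, and values above 0 higher in the perivenous zone.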

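Cyp2e1, a cytochrome P450 that oxidizes ethanol and other small molecules, lies on chromosome 7 from 140763819 to 140774990. It was 26.2-fold higher in the perivenous than in the periportal zone of LFD mice (log2 difference 4.71 ± 0.48, SD, n = 8, higher in 8 of 8) and 21.2-fold higher in HFD mice (4.41 ± 0.61, 8 of 8). The exact permutation test gave p = 0.00781 for each diet. By group the log2 difference was 4.83 ± 0.63 in Wt LFD, 4.59 ± 0.31 in HetKO LFD, 4.44 ± 0.83 in Wt HFD and 4.37 ± 0.41 in HetKO HFD (SD, n = 4 each). The difference between the zones did not pass a test between the diets (exact permutation test, p = 0.278, n = 8 each).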

Cyp2e1 gene abundance was higher in perivenous hepatocytes compared to periportal hepatocytes in all mice, independent of genotype (Figure 7c). However, Cyp2e1 abundance was lower in perivenous hepatocytes in mice fed the HFD compared to mice fed the LFD (Figure 7c). 

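Perivenous Cyp2e1 fell on the HFD in Wt mice, to a normalized count of 2205 ± 1102 from 6482 ± 1740 on the LFD (SD, n = 4 each). This is a log2 fold change of -1.67 (standard error 0.323, limma adjusted p = 0.00961), with every HFD mouse below every LFD mouse (exact permutation test, p = 0.0286). In HetKO mice the perivenous count was 3747 ± 736 on the HFD and 5802 ± 789.5 on the LFD, a log2 fold change of -0.65 (standard error 0.148, limma adjusted p = 0.0102), which is smaller than the 0.80 used for a call. The difference between the genotypes in this effect did not pass limma's test across all genes, whose smallest adjusted p was 0.775. In the periportal zone, where Cyp2e1 was 96.0 ± 31.8 in Wt HFD and 251 ± 145 in Wt LFD, the log2 fold change was -1.27 (standard error 0.324, limma adjusted p = 0.0145). In HetKO the periportal log2 fold change was -0.43 (limma adjusted p = 0.0656). Cyp2e1 was above the LOQ in 12 of 12 AOIs of every group and zone but the periportal zone of Wt HFD, with 8 of 12. The perivenous call in Wt was lost under scaling by nuclei (log2 fold change -1.77, limma adjusted p = 0.9999), with the negative probe subtracted (-1.14, 0.0609) and without mouse Wt LFD 3 (-1.58, 0.0516), and in HetKO the adjusted p was 0.209 with the negative probe subtracted.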

Our initial analysis compared periportal and perivenous transcriptomes between Wt control and HetKO‐GAA mice (Tables S3–S6). 

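In LFD mice 0 of 6805 genes were called between HetKO and Wt by limma in either zone. At an unadjusted p under 0.05 there were 222 genes in the periportal and 95 in the perivenous zone. The values of 138 genes (2.03%) did not overlap between the genotypes periportally and those of 93 (1.37%) perivenously, where chance gives 2.86%. edgeR also called 0 genes in each zone, with 186 and 105 at an unadjusted p under 0.05. DESeq2 on the recovered reads called 1 gene periportally and 0 perivenously, with 90 at an unadjusted p under 0.05 in the latter. The gene was Bcl6, a transcriptional repressor, which was named after its values were seen: its count was 27.2 ± 10.3 in HetKO and 50.2 ± 6.95 in Wt (SD, n = 4 each, log2 fold change -1.03, limma adjusted p = 0.9992).

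Genes of glycogen metabolism and glycophagy, 15 of them tested, and of lysosome and autophagy, 36 tested, showed no call by camera, and when adjusted over the list alone 1 gene, Gaa, was lower periportally and 0 passed otherwise. Camera gave adjusted p = 0.152 and 0.244 for the 2 lists periportally and 0.204 and 0.878 perivenously. Ctsl, which encodes the lysosomal protease cathepsin L, had a normalized count of 443.9 ± 35.8 in HetKO and 354 ± 101 in Wt periportally (log2 fold change 0.37, limma adjusted p = 0.9992, n = 4 each). Becn1, which starts autophagosome formation, had a log2 fold change of 0.32, and Stbd1, a glycogen-binding protein, of -0.28. At the preset correlation camera called 5 lists lower in HetKO periportally, namely cytosolic ribosomal proteins (adjusted p = 0.00511, and 0.986 with an estimated correlation), gluconeogenesis, steroid and xenobiotic metabolism, stellate cells and erythrocytes (0.762 or more with an estimated correlation). Perivenously it called oxidative phosphorylation (adjusted p = 0.0347) and secreted plasma proteins higher and steroid and xenobiotic metabolism lower (adjusted p = 0.951 for each with an estimated correlation).

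In simulated data with the same spread per gene, limma recovered 85.1% of genes changed by 1 on the log2 scale periportally and 77.6% perivenously. It recovered 97% of those changed by 1.5 in each zone. The simulated noise was drawn separately for each gene, and changes of up to 2 were planted alongside, which eases the adjustment. In the real LFD mice Bcl6, at -1.03 periportally and -1.05 perivenously, had limma adjusted p = 0.9992 and 0.9993. The simulated shares therefore do not give the power of the real comparison. Scaling by nuclei moved the median of all genes from 0.07 to 0.83 periportally and to 0.44 perivenously and called 3989 genes and 1 gene, the acute-phase gene Saa2 (log2 fold change 2.88, against 2.50 by the third quartile), and without mouse Wt LFD 2 the periportal count was 1 (Angptl8, log2 fold change -1.17), both genes named after their values were seen.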

When comparisons were made between Wt and HetKO‐GAA periportal or perivenous zones in male mice fed the LFD, no significant differences were observed (Tables S3 and S4). 

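In HFD mice limma called 0 of 6805 genes between HetKO and Wt in either zone, while several genes of hepatocyte metabolism did not overlap between the genotypes. In the periportal zone Upp2, a uridine phosphorylase on chromosome 2 from 58566317 to 58795846, had a normalized count of 108 ± 18.3 in HetKO and 52.8 ± 13.3 in Wt (SD, n = 4 each). Its log2 fold change was 1.07 (standard error 0.205, limma adjusted p = 0.177). Sult2a8, a sulfotransferase of bile acids, was at 137 ± 33.9 and 61.1 ± 22.1 (log2 fold change 1.20), and Acsl1, which activates fatty acids, at 132.5 ± 20.4 and 68.9 ± 20.2 (0.97). Etnppl, which breaks down phosphoethanolamine, was at 109 ± 34.5 and 50.8 ± 9.54 (1.07), and Otc, of the urea cycle, at 135.7 ± 19.9 and 76.8 ± 21.2 (0.84). Serpina6, the corticosteroid-binding globulin of plasma, was at 72.8 ± 22.6 and 37.3 ± 7.53 (0.92), with overlap between the genotypes. In the perivenous zone Gpcpd1, a phosphodiesterase of choline lipid turnover, had a count of 89.6 ± 12.5 in HetKO and 47.4 ± 9.80 in Wt (log2 fold change 0.94, standard error 0.171, limma adjusted p = 0.250, n = 4 each). Aldh6a1, of valine breakdown, had a log2 fold change of 0.95, Ugp2, which makes UDP-glucose for glycogen, of 0.89, and Gm29758 of -0.79. These 10 are the genes that pass the paper's criteria in the part of its Tables S5 and S6 that could be read.

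At an unadjusted p under 0.05 limma had 992 genes periportally and 1019 perivenously, and the values of 300 (4.41%) and 358 (5.26%) did not overlap. edgeR called 0 genes in each zone, with 825 and 1160 at an unadjusted p under 0.05. DESeq2 on the recovered reads, whose own filter left 2318 genes periportally and 3507 perivenously, called 5 genes in each zone, Upp2, Etnppl, Sult2a8, Acsl1 and Otc periportally and Aldh6a1, Gpcpd1, Gm29758, Dbp and Slc2a2 perivenously. Dbp, a clock transcription factor, and Slc2a2, the glucose transporter of hepatocytes, are named after their values were seen, and had limma log2 fold changes of 0.83 and 0.87.

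At the preset correlation camera called 15 lists higher and 2 lower in HetKO HFD than in Wt HFD periportally and 20 higher and 3 lower perivenously, with no member called over all genes and 0 lists called with an estimated correlation or by fry. The higher lists were not of metabolism alone: cytosolic ribosomal proteins and complement and coagulation were among them in both zones, Kupffer cells periportally (Clec4f, log2 fold change 0.66) and endothelial and stellate cells perivenously (Stab2, 0.66). The lower lists were homologous recombination and genes of tissues other than liver in both zones (Krt2, -0.33 periportally and -0.37 perivenously), and tight junction and cell adhesion perivenously. Among 27 periportal markers 18 were higher in the periportal zone when adjusted over the list alone, among 56 genes of amino acid degradation 27 were higher and 1 lower, and among 27 of the TCA cycle 11 were higher (adjusted p = 0.383 for each list with an estimated correlation). Among 61 genes of fatty acid oxidation 28 were higher in the perivenous zone when adjusted over the list alone, and among 15 of glycogen metabolism 7 (adjusted p = 0.380 for each with an estimated correlation). The share of targets above the LOQ was also higher in HetKO HFD than in Wt HFD, by 16.2 percentage points periportally (exact permutation test, p = 0.114, n = 4 each) and by 21.4 perivenously (exact permutation test, p = 0.0286, n = 4 each). Without mouse Wt HFD 1, which had 45.2% of targets above the LOQ periportally where the other Wt HFD mice had 12.7% to 17.6%, limma called 411 genes periportally and 418 perivenously. With the negative probe subtracted the median of all genes was 0.14 and 0.22, and under scaling by nuclei 0.36 perivenously.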

When comparisons were made between Wt and HetKO‐GAA periportal hepatocytes from mice fed the HFD, only 6 genes were significantly different that met our criteria, while in the perivenous zone only 4 genes were significantly different (Tables S5 and S6).

**FIGURE 7:**
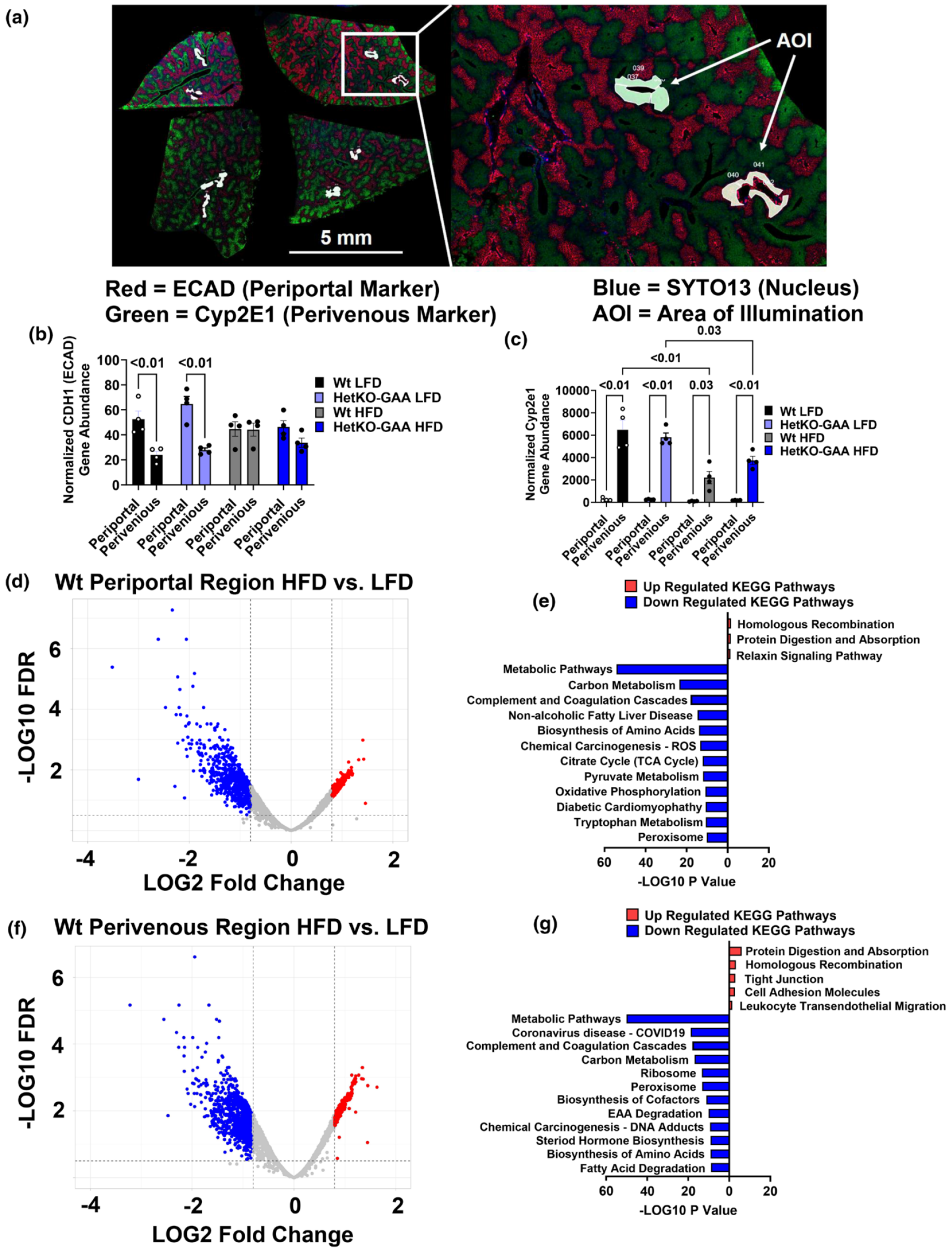
Spatial transcriptomics on male liver sections. (a) Liver sections stained for the periportal marker ECAD (E‐Cadherin) or Cyp2e1 (Cytochrome P450 family 2 subfamily E member 1). (b) Normalized CDH1 (ECAD) gene abundance. (c) Normalized Cyp2e1 gene abundance. (d) Volcano plot showing differentially expressed downregulated genes (blue) or upregulated genes (red) in periportal hepatocytes from HFD fed wildtype control mice. (e) Kyoto Encyclopedia of Gene and Genomes (KEGG) pathways upregulated or downregulated by the HFD in periportal hepatocytes. (f) Volcano plot showing differentially expressed downregulated genes (blue) or upregulated genes (red) in perivenous hepatocytes from HFD fed wildtype control mice. (g) KEGG pathways upregulated or downregulated by the HFD in periportal hepatocytes.

Since HetKO‐GAA did not have a significant impact on gene abundance, we compared periportal and perivenous hepatocytes between Wt LFD‐fed and Wt HFD‐fed mice to examine how diet impacts periportal and perivenous hepatocyte gene abundance (All data available in Tables S7 and S8). 

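On the HFD, periportal hepatocytes of Wt mice had lower levels of highly abundant liver genes. Mup13, a major urinary protein that carries pheromones, lies on chromosome 4 from 61224308 to 61228252 and fell to a normalized count of 692 ± 493 from 7069 ± 5387 on the LFD (SD, n = 4 each). Its log2 fold change was -3.29 (standard error 0.524, limma adjusted p = 0.00424). Serpina3k, a secreted protease inhibitor on chromosome 12 from 104338486 to 104345739, fell to 849.5 ± 119 from 4654 ± 1463 (log2 fold change -2.39, standard error 0.244, limma adjusted p = 0.000369). Of the urea cycle, Cps1 (chromosome 1, 67122426 to 67231267) fell to 245 ± 128 from 1216 ± 525, Ass1 to 410.4 ± 257 from 1742 ± 826 and Asl to 117 ± 38.3 from 482 ± 163, with log2 fold changes of -2.36, -2.16 and -2.04. Tat and Hpd, which break down tyrosine, fell by 2.12 and 2.06 on the log2 scale. The glutathione transferase Gstp1 fell by 2.12, the organic anion transporter Slco1a1 fell by 2.11, and Fbp1, of gluconeogenesis, fell by 2.02. Among LFD mice, Asl and Hpd were highest in mouse 4 and Gstp1 and Serpina3k lowest in mouse 1.

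Genes that rose were less abundant. Hikeshi, which carries Hsp70 into the nucleus, lies on chromosome 7 from 89918685 to 89941223 and rose to 339 ± 103 from 116 ± 36.9 (SD, n = 4 each, log2 fold change 1.53, standard error 0.274, limma adjusted p = 0.00552). Cort, the neuropeptide cortistatin (chromosome 4, 149125034 to 149126763), rose to 133 ± 46 from 47.4 ± 13.6, a log2 fold change of 1.47. Elof1, a transcription elongation factor, rose to 319.9 ± 88.2 from 127 ± 40.9 (1.34), and Chac1, which breaks down glutathione, to 52.7 ± 7.86 from 23.0 ± 8.34 (1.30). Cdr2, Btbd18, 1700015G11Rik, the cadherin Cdh6, the cyclin Ccnb3 and the Polycomb protein Phc1 had log2 fold changes of 1.43, 1.38, 1.36, 1.30, 1.28 and 1.28. Among HFD mice 1700015G11Rik was lowest in mouse 1.

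In all 418 genes were higher and 550 lower by limma, and the values of 551 of these 968 did not overlap between the diets (21.2% of all genes tested did not, where chance gives 2.86%). The median LFD value was 1.73 times the negative probe for the genes called higher, 13.7 times for those called lower and 2.53 times for the rest. On the HFD these ratios were 1.82, 3.71 and 1.60. The median scaled value of the genes called higher went from 27.9 to 55.3, while their ratio to the negative probe changed little. The share of targets above the LOQ fell from LFD to HFD by 27.3 percentage points (exact permutation test, p = 0.0571, n = 4 each), and the log2 signal over background by 0.34 (exact permutation test, p = 0.0286, n = 4 each). With that signal as a covariate, added after the data were seen, limma called 1 gene (Sult2a8, log2 fold change -2.55) and Cort was at -0.08. Scaling by nuclei gave 20 higher and 309 lower, DESeq2 253 and 579, and the count was 567 without mouse Wt LFD 3, 573 without Wt LFD 4, 1481 without Wt HFD 1, 543 without Wt HFD 2 and 580 without Wt HFD 4. With the negative probe subtracted the median of all genes moved from 0.11 to -0.21.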

In the periportal region, the HFD increased the abundance of 161 genes and decreased the abundance of 578 genes (Figure 7d). A KEGG pathway analysis revealed that periportal genes involved in homologous recombination, protein digestion and absorption, and relaxin signaling were increased by the HFD, while the abundance of genes involved in metabolic pathways was reduced by the HFD, including pathways related to carbon metabolism, biosynthesis of amino acids, TCA cycle, pyruvate metabolism, and oxidative phosphorylation, to name a few, suggesting a metabolic signature of reduced mitochondrial metabolism in periportal hepatocytes (Figures 7e and 8a), a region that typically has higher rates of mitochondrial metabolism compared to perivenous hepatocytes.

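Genes of carbon and amino acid metabolism fell together in the periportal zone of Wt HFD mice. Of 27 genes of the TCA cycle tested, 18 were lower and none was higher (19 lower when adjusted over the list alone, median log2 fold change -0.77). Pck1, which turns oxaloacetate into phosphoenolpyruvate, fell to a normalized count of 504.5 ± 203.5 from 1926 ± 503 (SD, n = 4 each, log2 fold change -1.97, standard error 0.260, limma adjusted p = 0.00138), and the dehydrogenase Mdh1 and the fumarase Fh1 fell by 1.73 and 1.07. Of 82 genes of oxidative phosphorylation 53 were lower and 1, the heme A synthase Cox15, was higher at an adjusted p under 0.05 alone (68 and 1 when adjusted over the list alone, median -0.73). Uqcrc1, of complex III, fell to 36.9 ± 10.6 from 80.5 ± 17.8 (log2 fold change -1.16, standard error 0.240, limma adjusted p = 0.00832). Camera gave adjusted p = 9.16e-10 for the TCA cycle and 6.95e-20 for oxidative phosphorylation at the preset correlation, and adjusted p = 0.295 for both with an estimated correlation. Of 65 mitochondrial ribosomal proteins only Mrpl12 was lower (log2 fold change -0.66, under the 0.80 of a call, none when adjusted over the list alone), the list's median was 0.02 and its mean -0.03, and camera gave adjusted p = 0.262.

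Of 56 genes of amino acid degradation 35 were lower and none higher (38 when adjusted over the list alone), among them the methyltransferase Gnmt, which fell by 1.99, and the glutaminase Gls2, which fell by 1.52. Of 11 genes of the urea cycle and ammonia handling 8 were lower (8 alone), with a median of -1.52. Of 13 genes of gluconeogenesis 11 were lower (12 alone). G6pc, which releases glucose from glucose-6-phosphate, fell to 163 ± 34.8 from 567.5 ± 40.4 (log2 fold change -1.81, standard error 0.187, limma adjusted p = 0.000369). Of 15 genes of glycogen metabolism and glycophagy 7 were lower and none higher (9 lower and 1 higher alone), including the phosphorylase Pygl, which fell by 1.27, and the glycogen synthase Gys2, by 1.35. For these 4 lists camera gave adjusted p = 0.288 each with an estimated correlation.

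Of 14 genes of homologous recombination 8 were higher and none lower (9 when adjusted over the list alone, median 0.67). Rad50, of the complex that senses double-strand breaks, rose to 61.3 ± 13.4 from 28.6 ± 4.27 (log2 fold change 1.07, standard error 0.194, limma adjusted p = 0.00552). Of 22 genes of collagens and protein digestion 11 were higher and 2 lower (13 and 2 alone), with Col3a1, a fibrillar collagen, at 58.7 ± 15.99 from 26.8 ± 4.97 (log2 fold change 1.11), and with Col18a1 and the peptidase Dpp4 lower by log2 fold changes of -1.07 and -0.57. Camera gave adjusted p = 0.00141 for homologous recombination (0.350 with an estimated correlation) and 0.00128 for collagens (0.295 with an estimated correlation). Of 21 genes of relaxin signaling 5 were higher and 1 lower (7 and 1 alone), and camera made no call (adjusted p = 0.452). The 5 were the collagens Col1a1, Col3a1, Col4a1, Col4a4 and Col4a6, all held by the collagen list too, and the lower gene was Gnas, a G protein subunit (-1.18). Genes of tissues other than liver, such as lens crystallins and sperm protamines, moved in the same direction as the homologous recombination and collagen genes, with a median log2 fold change of 0.63 over the 10 tested (adjusted p = 0.350 with an estimated correlation). The metabolic genes are lower in samples whose share of targets above the LOQ was also lower (50.3% on the LFD and 23.0% on the HFD). From its lists of lower pathways the paper proposes a signature of reduced mitochondrial metabolism in periportal hepatocytes, a region that it describes as typically having higher rates of it.

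**Figure D3:**
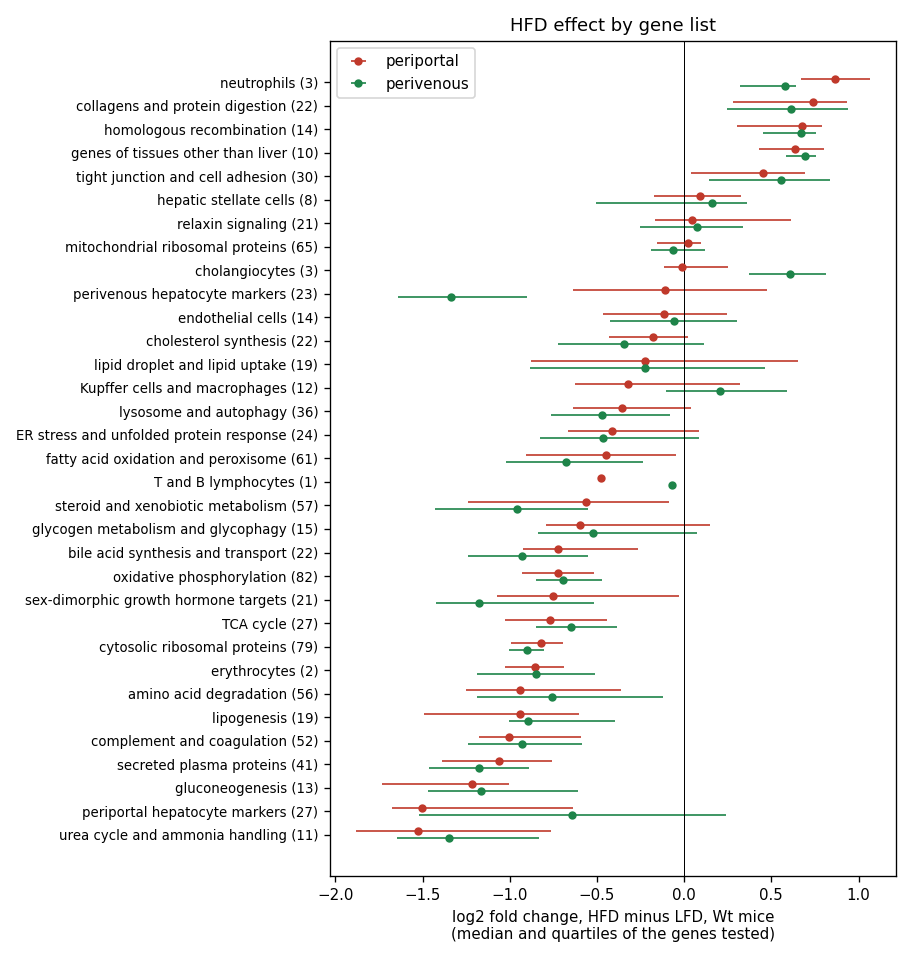
Median and quartiles of the log2 fold change (HFD against LFD, Wt) of the tested genes of each list, red for the periportal and green for the perivenous zone, with the number of genes tested in parentheses. The median is -0.77 for the TCA cycle and -0.73 for oxidative phosphorylation periportally, and 0.67 for homologous recombination.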

**FIGURE 8:**
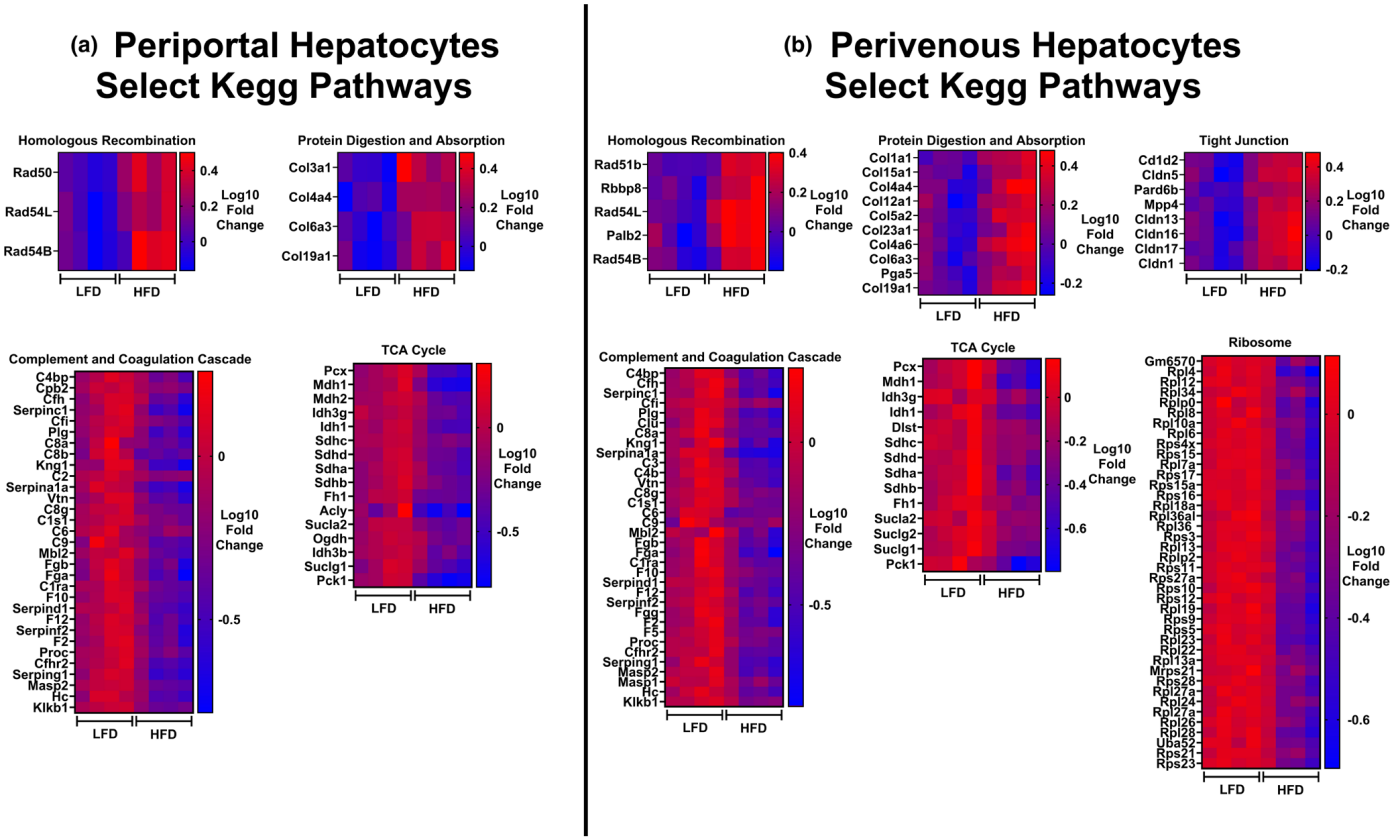
Heatmaps showing select genes and KEGG pathways upregulated or downregulated by the HFD in periportal and perivenous hepatocytes. (a) Heatmaps showing select genes and KEGG pathways in periportal hepatocytes that were differentially modified by the HFD. (b) Heatmaps showing select genes and KEGG pathways in perivenous hepatocytes that were differentially modified by the HFD.

In the perivenous region, the HFD increased the abundance of 297 genes and decreased the abundance of 736 genes (Figure 7f), indicating that the HFD has a bigger impact on more genes in the perivenous region compared to the periportal region. 

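In perivenous hepatocytes of Wt mice the HFD lowered genes of secreted proteins, detoxification and lipid handling. Mup13 had a normalized count of 3022 ± 1014 on the HFD (SD, n = 4) and a log2 fold change of -3.003 (standard error 0.394, limma adjusted p = 0.00148). Serpina3k fell to 696 ± 90.8 from 3761 ± 1204 (log2 fold change -2.38), and Serpina1a, a secreted inhibitor of elastase, to 283 ± 80.1 from 1166 ± 271 (-2.05). Cps1 fell to 99.8 ± 40.3 from 475.5 ± 148 (-2.30) and Slco1a1 to 85.3 ± 19.5 from 372 ± 100.2 (-2.20), with the lowest HFD value of Slco1a1 in mouse 1. Sult2a8 lies on chromosome 7 from 14410686 to 14446780 and fell to 147 ± 48.7 from 583 ± 130 (log2 fold change -2.002, standard error 0.236, limma adjusted p = 0.000830, n = 4 each). The carbonic anhydrase Car3 fell to 425.5 ± 311 from 1506 ± 438 (-2.05), and Nudt7, which hydrolyzes coenzyme A in peroxisomes, to 120.3 ± 42.4 from 504 ± 171 (-2.02). Hpd and Gstp1 had log2 fold changes of -2.08 and -2.02.

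Hikeshi rose to 438 ± 170.5 from 131 ± 43.7 (SD, n = 4 each, log2 fold change 1.66). Rgs19, a regulator of G protein signaling on chromosome 2 from 181688419 to 181694537, rose to 293.5 ± 50.95 from 102 ± 31.6 (log2 fold change 1.58, standard error 0.208, limma adjusted p = 0.00148). The basement membrane collagen Col4a6 rose to 64.6 ± 13.5 from 26.8 ± 8.74 (1.28) and the chemokine Cxcl11 to 55.6 ± 15.99 from 22.1 ± 3.21 (1.27). Elof1 rose by 1.27, 4930524B15Rik by 1.38, the profilin Pfn3 by 1.26, Cfap69, of sperm flagella, and Ccsap, of centrioles, by 1.25 each, and Lypd8l by 1.24.

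In all 330 genes were higher and 567 lower by limma, and the values of 511 of these 897 did not overlap between the diets (19.4% of all genes tested did not, where chance gives 2.86%). The share of targets above the LOQ fell from LFD to HFD by 36.4 percentage points (exact permutation test, p = 0.0286, n = 4 each). The median LFD value was 1.58 times the negative probe for the genes called higher and 11.6 times for those called lower. On the HFD these ratios were 1.88 and 3.63. The median scaled value of the genes called higher went from 29.75 to 58.18. Scaling by nuclei called 1 gene (Mup13, log2 fold change -3.10), subtracting the negative probe gave 109 higher and 63 lower with a median of all genes of -0.30 (0.09 otherwise), and signal over background as a covariate, added after the data were seen, gave 52. The count was 123 without mouse Wt LFD 3, 220 without Wt LFD 4, 1461 without Wt HFD 1, 210 without Wt HFD 2, 211 without Wt HFD 3 and 390 without Wt HFD 4.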

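Of the genes called in Wt mice on the HFD, 605 were called in both zones, 363 in the periportal zone alone and 292 in the perivenous zone alone. Of these, 184 were higher in both zones, where independent calls would give 20.3, and 420 lower in both, where they would give 45.8. Aldh3a2, a fatty aldehyde dehydrogenase, was the 1 gene higher periportally (log2 fold change 0.90) and lower perivenously (-0.99), and both zones came from the same mice. Between the zones the HFD effect itself differed for 30 genes by limma, 8 with a higher and 22 with a lower effect in the perivenous zone (n = 4 mice per diet). Cyp1a2, a perivenous cytochrome P450 that oxidizes caffeine, had log2 fold changes of 0.45 periportally and -1.69 perivenously (difference -2.14, standard error 0.214, limma adjusted p = 1.33e-05). Slc1a2 had 0.73 and -1.57, and Gulo, which makes ascorbate, 0.13 and -1.96. In the other direction Hal had -1.62 periportally and 0.04 perivenously (difference 1.66, standard error 0.295, limma adjusted p = 0.00730), Sds -1.28 and 0.33, and Cyp2f2 -1.52 and -0.16. Aldh3a2 and these 6 were named after their values were seen.

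Of 27 periportal markers 20 were lower periportally, and perivenously 13 were lower and 3 higher (21, and 15 and 5, when adjusted over the list alone), the 3 being the steroid dehydrogenase Hsd17b6, Cdh1 and the glycine decarboxylase Gldc. Perivenous Cdh1 overlapped between the diets (exact permutation test, p = 0.0857, n = 4 each). It was above the LOQ in 0 of 12 perivenous AOIs on either diet. Of 23 perivenous markers 5 were lower (Cyp2e1, Cyp27a1, Por, Slco1b2 and Cyb5a) and 4 higher (Cyp2c38, Slc1a2, Gstm3 and Ahr) periportally, and 17 lower and none higher perivenously (6 and 4, and 18, alone). Camera gave adjusted p = 0.288 for the periportal list periportally and 0.251 for each list perivenously with an estimated correlation, and 0.472 for the perivenous list periportally at the preset one. On the difference of the effect between the zones the periportal list had a median of 0.60 and the perivenous list of -0.95 (adjusted p = 0.0505 each with an estimated correlation).

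Among lists of detoxification and lipid metabolism most had more lower than higher genes in both zones. Of all 6805 genes tested, 1911 periportally and 1530 perivenously passed the same threshold, so a small count does not set a list apart. Of 57 genes of steroid and xenobiotic metabolism 29 were lower and 4 higher (Cyp2c38, Cyp3a41a, Gstm3 and Ahr) periportally, and 33 lower and 1, Hsd17b6, higher perivenously (32 and 5, and 46 and 2, when adjusted over the list alone). Cyp2c29 and the carboxylesterase Ces3b fell by 1.86 and 1.70 perivenously. Of 22 genes of bile acid synthesis and transport 13 were lower in each zone (14 and 18 alone), among them Slc10a1, which takes up bile acids from blood (log2 fold change -1.77 periportally and -1.62 perivenously). For both lists camera gave adjusted p = 0.288 periportally and 0.251 perivenously with an estimated correlation. Of 61 genes of fatty acid oxidation and peroxisome 26 were lower and 2, Pex10 and Cyp4a14, higher periportally, and 28 lower and 1 higher perivenously (27 and 2, and 36 and 4, alone, adjusted p = 0.333 and 0.306 with an estimated correlation). Phyh, of phytanic acid oxidation, fell by 1.75 and 1.83. Of 19 lipogenesis genes 9 were lower periportally and 4 perivenously, namely the transcription factors Srebf1 (-1.41) and Mlxipl (-1.42), the phosphatase Lpin2 and the acyltransferase Dgat2 (13 and 4 alone, adjusted p = 0.295 and 0.360 with an estimated correlation). Of 19 genes of lipid droplets and lipid uptake 6 were higher and 5 lower periportally, and 2 higher and 6 lower perivenously (6 and 6, and 3 and 8, alone), with no call by camera (adjusted p = 0.458 and 0.222). The higher ones were Plin4, Plin5, Cidec, Cd36, Fabp4 and the regulator Pparg (1.01) periportally and Plin5 and Cidec (0.90) perivenously, and the lower ones Cideb, Fabp1, G0s2, Slc27a2 and Slc27a5 periportally, joined by the lipase Pnpla2 perivenously. Of 22 genes of cholesterol synthesis 3, Insig1, Sc5d and Ebp, were lower periportally, and 5 were lower and 1, Pmvk, higher perivenously (0, and 5 and 1, alone, adjusted p = 0.602 and 0.547 with an estimated correlation).

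The number of genes whose effect differed between the zones was 0 under scaling by nuclei, with the negative probe subtracted and with signal over background as a covariate, 62 by edgeR, and 19, 18 and 15 without mouse Wt LFD 4, Wt HFD 2 or Wt HFD 4. The covariate and edgeR were added after the data were seen.

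**Figure D4:**
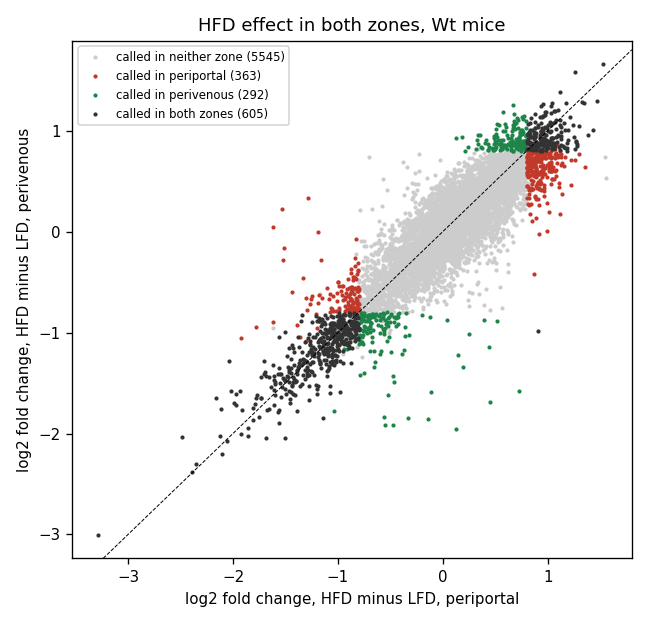
Log2 fold change on the HFD in Wt mice, periportal on the horizontal and perivenous on the vertical axis, 1 point per gene, colored by whether the gene was called in both zones (605), in the periportal zone (363), in the perivenous zone (292) or in neither (5545), with a dashed line at equal values. Most genes called in both zones lie on the same side of 0 in each.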

A KEGG pathway analysis revealed that although there was some overlap between periportal and perivenous zones in changes in gene abundance due to the HFD, there were also some notable differences (Figure 7g). For instance, in perivenous hepatocytes, the HFD increased genes involved in the KEGG pathways tight junction, cell adhesion, and leukocyte transendothelial migration, whereas these genes were not altered in the periportal hepatocytes. 

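Some genes of cell contacts were higher on the HFD in both zones of Wt mice. Of 30 genes of tight junction and cell adhesion tested, 12 were higher and none lower in the perivenous zone, and 11 were higher and 1, the adhesion molecule Cd99, lower in the periportal zone (15 and 2, and 12 and 1, when adjusted over the list alone). With a log2 fold change of at least 0.80 as well, 8 and 5 were higher. Pard6b, which sets cell polarity, rose perivenously to a normalized count of 52.7 ± 5.17 from 29.7 ± 4.80 (SD, n = 4 each, log2 fold change 0.86, standard error 0.181, limma adjusted p = 0.0115). Cldn16, a claudin that forms a pore between cells, rose periportally to 57.9 ± 15.3 from 26.7 ± 4.50 (log2 fold change 1.08, standard error 0.223, limma adjusted p = 0.00832). The claudins Cldn17 and Cldn1 rose in both zones, by 1.05 and 0.96 perivenously and by 1.00 and 0.81 periportally. Camera gave adjusted p = 0.00177 perivenously and 0.0237 periportally at the preset correlation, and adjusted p = 0.360 and 0.350 with an estimated correlation. The difference between the zones in the list's HFD effect had a median of 0.075 (camera adjusted p = 0.0878), and by limma 0 members differed, with the smallest adjusted p for Cdh1 (0.292).

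None of the 33 lists covers leukocyte transendothelial migration, a pathway the paper reports as higher perivenously. Of leukocyte markers, few could be tested, and they do not stand for that pathway. Of 3 neutrophil genes, Lcn2, an iron-sequestering protein of neutrophils and stressed hepatocytes, was higher in both zones (log2 fold change 1.26 periportally and 0.71 perivenously) and Retnlg periportally (0.87), with 3 and 1 higher when adjusted over the list alone and no call by camera (adjusted p = 0.0697 and 0.269). Of T and B lymphocyte genes only Cd74, the invariant chain, was tested, with log2 fold changes of -0.48 and -0.07 and no call. Of 14 endothelial genes 1, Rspo3, was higher and 2, Ehd3 and Aqp1, lower periportally, and Rspo3 was higher perivenously (1 and 2, and 0, alone, camera adjusted p = 0.262 and 0.738). Genes of tissues other than liver were higher alongside, 5 of 10 in each zone, with a perivenous median log2 fold change of 0.69 (adjusted p = 0.360 with an estimated correlation), and the share of targets above the LOQ was lower on the HFD in both zones (19.0% perivenously against 55.4% on the LFD).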

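Genes of cytosolic ribosomal proteins fell on the HFD in both zones of Wt mice. Of 79 tested, 71 were lower in the perivenous and 58 in the periportal zone and none was higher (76 and 75 when adjusted over the list alone, 59 and 47 with a log2 fold change of at least 0.80 in size as well), with median log2 fold changes of -0.90 and -0.82. In the perivenous zone Rpl4, of the large subunit, fell to a normalized count of 183 ± 125 from 417 ± 47.5 (SD, n = 4 each, log2 fold change -1.42, standard error 0.335, limma adjusted p = 0.0162), and Rplp2, of the ribosomal stalk, to 83.1 ± 31.3 from 163 ± 15.0. In the periportal zone Rpl7a fell to 176 ± 78.1 from 343.5 ± 44.2 (log2 fold change -1.06, standard error 0.250, limma adjusted p = 0.0111). Camera gave adjusted p = 1.25e-24 perivenously and 2.01e-21 periportally at the preset correlation, and adjusted p = 0.306 and 0.331 with an estimated correlation. The difference between the zones in the list's HFD effect had a median of -0.07 on the log2 scale. It did not pass camera's test (adjusted p = 0.335), and by limma 0 of 79 members differed, with the smallest adjusted p for Rpsa (0.783). Without mouse Wt HFD 2 this median was -0.10 (camera adjusted p = 0.0158), and without Wt LFD 4 or Wt HFD 3 it was 0.02 or 0.00154. Of 65 mitochondrial ribosomal proteins Mrps21 was lower perivenously (log2 fold change -0.78, none when adjusted over the list alone, camera adjusted p = 0.357).

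Metabolic lists fell in the perivenous zone too. Of 27 genes of the TCA cycle 11 were lower and of 82 of oxidative phosphorylation 36 (12, and 57 with 1 higher, when adjusted over the list alone, adjusted p = 0.351 and 0.352 with an estimated correlation). The dehydrogenase Idh1 and the succinate dehydrogenase subunit Sdha fell by 1.19 and 1.07. Of 56 genes of amino acid degradation 34 were lower and 1, Gldc, higher (36 and 1 alone, adjusted p = 0.266 with an estimated correlation), and of 11 genes of the urea cycle 9 were lower (9 alone, 0.251). Of 13 genes of gluconeogenesis 8 were lower (11 alone, adjusted p = 0.272 with an estimated correlation) and of 15 of glycogen metabolism 6 (8 alone, 0.296). Homologous recombination genes rose, 6 of 14, as did collagens, 10 of 22 with Col18a1 lower (10, and 13 and 1, alone, adjusted p = 0.360 for both with an estimated correlation), while of 21 relaxin signaling genes the collagens Col1a1, Col4a4 and Col4a6 were higher and Gnas lower (3 and 1 alone, camera adjusted p = 0.879). Rad54l, of homologous recombination, rose to 82.04 ± 11.8 from 36.3 ± 5.55 (SD, n = 4 each, log2 fold change 1.15, limma adjusted p = 0.00416). With genes above the LOQ in at least 50% of AOIs alone, the collagen list went in the other direction perivenously, with no call (camera adjusted p = 0.943).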

Many of the same KEGG metabolic pathways were downregulated in perivenous hepatocytes that were downregulated in periportal hepatocytes, with the exception that ribosome‐associated genes were significantly impacted by the HFD in perivenous hepatocytes, but not periportal hepatocytes (Figure 8b).

## 4 DISCUSSION

We examined how HetKO‐GAA impacts metabolic health (i.e., obesity, insulin sensitivity, glucose tolerance, fatty liver) and liver metabolism (i.e., liver glycogen content, liver glucose output, substrate metabolism, and energy expenditure) in a mouse model of HFD‐induced obesity and prediabetes. Our results indicate that partial heterozygous disruption of the GAA gene is nonconsequential to several indices of liver metabolism and overall metabolic health. These data suggest that hepatocytes produce more than enough GAA enzyme than is required for adequate glycophagy flux, as glycogen did not accumulate in the liver of mice with partial genetic silencing of GAA, nor did it impact metabolism.

Data from previous studies have suggested that the metabolic fate of glucose liberated via glycophagy in the liver is glucose output (Douillard‐Guilloux et al., 2010; Hijmans et al., 2017). In the setting of obesity, insulin resistance, prediabetes, and diabetes, a dysregulated increase in liver glucose output contributes to hyperglycemia, and thus targeting liver glycophagy seems logical to reduce liver glucose output in this context. We show that db/db mice, which have a spontaneous mutation in the leptin receptor that promotes obesity and type 2 diabetes, had reduced liver GAA activity. However, in a HFD induced obesity and prediabetes model, HetKO‐GAA is not sufficient to reduce liver glucose output and has no impact to alter glucose tolerance, suggesting that partial disruption of the GAA gene is insufficient to alter liver metabolism. Inhibiting GAA activity with the FDA‐approved drugs acarbose or miglitol improves glucose tolerance and insulin action (Goda et al., 2007; Joubert et al., 1990; Komatsu et al., 2018; Nozaki et al., 2009), and the mechanism of action is thought to primarily occur in the intestine by intestinal GAA inhibition since these drugs are taken orally (Ahr et al., 1989; Joubert et al., 1990). However, miglitol, unlike acarbose, has some bioavailability; thus, it may reach peripheral tissues (Ahr et al., 1997) and has many positive effects in the setting of obesity and diabetes, including increasing glycemic control (Goda et al., 2007), energy expenditure (Sugimoto et al., 2014), and reducing obesity and fatty liver disease (Kishida et al., 2017; Komatsu et al., 2018), possibly due to effects of GAA inhibition in peripheral tissues, although this is not fully established. Given that miglitol is very potent at inhibiting GAA activity, it is possible that to achieve metabolic health effects in the liver, a complete inhibition or knockout of GAA may be required. In support of this, incubating hepatocytes directly with acarbose, another potent GAA inhibitor, was able to reduce glucose output, suggesting a complete inhibition of GAA is required for metabolic effects to occur (Hijmans et al., 2017).

The liver is essential for metabolic homeostasis as well as the detoxification and elimination of various xenobiotic and toxic compounds (Trefts et al., 2017). Across the liver lobule are spatially zonated hepatocytes which allow the liver to deal with this range of tasks (Aizarani et al., 2019; Braeuning et al., 2006; Yu et al., 2022). In general, the liver can be divided into two zones, including the periportal zone, which receives nutrient‐rich blood from the intestine and is more primed for oxidative metabolism, amino acid degradation, and gluconeogenesis, and the perivenous zone, which receives nutrient‐poor blood and is more primed for glycolysis, bile acid synthesis, and xenobiotic metabolism (Aizarani et al., 2019; Braeuning et al., 2006; Yu et al., 2022). To our knowledge, this is the first study to use spatial transcriptomics to examine changes in gene abundance in periportal and perivenous hepatocytes between LFD‐fed and HFD‐fed male mice. The spatial transcriptomics analysis on liver sections afforded insight into zone‐specific effects of both genotype and diet on gene expression. Although HetGAA KO did not have a robust effect on gene expression in either zone, HFD feeding had a robust impact on gene abundance in both zones, although more genes were significantly impacted in the perivenous zone (1033 total genes significantly different) compared to the periportal zone (739 total genes significantly different). Other reports have performed whole liver RNA sequencing in mice in response to a HFD with samples containing RNA from both periportal and perivenous hepatocytes (Ding et al., 2023; Soltis et al., 2017). In general, these studies show that the HFD alters the abundance of genes involved in metabolic processes such as lipid or amino acid metabolism. However, a direct comparison to our findings is difficult due to discrepancies in the diets used. For instance, Ding et al. (Ding et al., 2023) compared chow‐fed mice to purified HFD‐fed mice (D12109C, Research Diets), and this design resulted in 6078 differentially expressed genes in the liver, whereas we found much fewer differentially expressed genes when comparing a purified LFD (TD.180916, Inotiv) to a purified HFD (TD.06415, Inotiv). Similarly, Soltis et al. (Soltis et al., 2017) compared a chow diet to a HFD (S3282, Bioserve) that is not identical to the diet we fed the mice.

A unique finding of our spatial transcriptomics data set was that our KEGG pathway analysis revealed ribosome‐related gene abundance was reduced in perivenous hepatocytes, but not periportal hepatocytes, in obese, HFD‐fed mice. Ribosomes perform protein synthesis within the cell, and despite obesity being characterized as a condition of over‐nutrition which would be expected to increase protein synthesis, protein synthesis in this setting has been shown to be downregulated in the liver of obese mice (Fu et al., 2012). Our findings extend upon these past findings and suggest this impairment may occur exclusively in perivenous hepatocytes, although it is not clear why. Given that perivenous hepatocytes generally have higher rates of protein synthesis, they may be more sensitive to HFD‐ and obesity‐induced reductions in protein synthesis compared to periportal hepatocytes, which generally have lower rates of protein synthesis and increased amino acid metabolism to support gluconeogenesis (Braeuning et al., 2006; Jungermann, 1986).

In summary, partial inhibition of GAA is nonconsequential to liver metabolism or metabolic health in male or female mice with HFD‐induced obesity and prediabetes, suggesting that the liver produces more than enough GAA enzyme for adequate glycophagy flux. Whether a complete inhibition of liver GAA is required for metabolic health effects should be assessed in future studies. HFD feeding robustly reduces genes involved in metabolism in periportal and perivenous hepatocytes, while uniquely reducing ribosome‐related genes in perivenous hepatocytes only. Future investigations are required to determine why perivenous hepatocytes, but not periportal hepatocytes, experience a reduction in ribosome gene abundance in response to HFD‐induced obesity and prediabetes. Furthermore, the unique transcriptome in periportal and perivenous hepatocytes from HFD‐induced obese mice highlights novel targets that could be exploited to improve liver function and metabolic health in obesity.

## AUTHOR CONTRIBUTIONS

Cameron P. McCall: performed experiments, analyzed data, interpreted results of experiments, prepared figures, drafted manuscript, edited and revised manuscript, approved final version of themanuscript. Melina C. Mancini: performed experiments, edited and revised the manuscript, approved the final version of themanuscript. Jaroslaw Staszkiewicz: analyzed data, prepared figures, edited and revised the manuscript, approved the final version of themanuscript. Douglas G. Mashek: Conceived and designed research, edited and revised the manuscript, approved the final version of themanuscript. Timothy D. Heden: Conceived and designed research, performed experiments, analyzed data, interpreted results of experiments, prepared figures, drafted manuscript, edited and revised manuscript, and approved final version of manuscript.

## FUNDING INFORMATION

Research reported in this publication was supported by the National Institute of General Medical Sciences under award number R35GM154665 (awarded to TDH), the National Institute of Diabetes, Digestive, and Kidney Diseases under award number K01DK125258 (awarded to TDH) of the National Institutes of Health, and the National Institute of General Medical Sciences under award number P20GM135002:5359 (subproject awarded to TDH, principal investigator was Jacqueline M Stephens). This work was supported in part by the Spatialomics services provided by the resources and staff at the University of Minnesota University Imaging Centers.

## CONFLICT OF INTEREST STATEMENT

The authors have no conflicts of interest to disclose.

## DISCLAIMERS

The authors have no disclaimers to report.

## ETHICS STATEMENT

All animal experiments were approved by the Institutional Animal Care and Use Committee at the University of Minneosta or Pennington Biomedical Research Center.

## Supporting information

Table S1.

## Data Availability

The raw data for spatial transcriptomics was deposited into the Gene Expression Omnibus data repository under series record GSE284331 and is publicly available. Source data for spatial transcriptomics is available in Tables S1 and S2. All other source data is available from the corresponding author upon request.

How the deposited data were processed for this re-analysis (not part of the article)

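Spatial transcriptomics on GeoMx was measured in liver sections 5 µm thick from 16 male mice, 4 each of Wt LFD, Wt HFD, HetKO LFD and HetKO HFD, after 15 weeks on the diets. In each mouse 3 AOIs of the periportal zone and 3 of the perivenous zone were chosen by stains for E-cadherin and Cyp2e1, which makes 96 AOIs. The authors read the tags with GeoMx NGS Pipeline version 2.3.3.10, removed duplicates and deposited a table of normalized counts per AOI. The values are counts scaled so that the third quartile is 60.2 in every AOI, although the methods describe a normalization to nuclei. Divided by its scale factor, 99.95% of an AOI's values were whole within 0.01, which gave the recovered reads. The 5 targets that were not whole in some AOI were the negative probe, LOC118568634, Gm10406 and D830030K20Rik, in 90 to 95 AOIs, and Gaa, in 10. The authors also give AOI measures that include nuclei, deduplicated reads, sequencing saturation as a percent and the signal of the negative probe, from which the LOQ follows. Of the columns of the deposited values, 8 per-sample columns were not used.

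Deduplicated reads per AOI ranged from 60874 to 1772443 (median 536938) and nuclei from 118 to 788 (median 212). The shallowest AOI, in the perivenous zone of mouse Wt LFD 3, had 60874 reads. Intervals and tests cover the spread between mice and not the counting error within an AOI. The planned unit was counts, and since the values are scaled, the planned fallback was used: limma on the log2 of the value plus 1 (pseudocount 1), averaged over the 3 AOIs of a mouse and zone, with 4 mice per group. Normalized counts in the text are means over mice of each mouse's mean of 3 AOIs. A gene was tested if above the LOQ in at least 10 of 96 AOIs (6805 genes). Calls needed an adjusted p under 0.05 (Benjamini-Hochberg) and a log2 fold change of at least 0.80 in size. The comparisons were HetKO against Wt on each diet and HFD against LFD in each genotype, by zone, and the difference of the HFD effect between zones in Wt with the mouse as a block. List members were counted as higher or lower at an adjusted p under 0.05 alone, with no threshold on the fold change. Markers of the zones were tested by exact permutation, paired by mouse between zones, and by limma with the mouse as a block, which sets their call in the alternatives.

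There were 33 gene lists, fixed before the data were examined, as were the comparisons and most of the alternatives: cytosolic ribosomal proteins, mitochondrial ribosomal proteins, TCA cycle, oxidative phosphorylation, urea cycle and ammonia handling, amino acid degradation, gluconeogenesis, glycogen metabolism and glycophagy, lysosome and autophagy, fatty acid oxidation and peroxisome, lipogenesis, lipid droplet and lipid uptake, cholesterol synthesis, bile acid synthesis and transport, steroid and xenobiotic metabolism, sex-dimorphic growth hormone targets, complement and coagulation, secreted plasma proteins, ER stress and unfolded protein response, homologous recombination, collagens and protein digestion, tight junction and cell adhesion, relaxin signaling, periportal and perivenous hepatocyte markers, Kupffer cells and macrophages, hepatic stellate cells, endothelial cells, cholangiocytes, T and B lymphocytes, neutrophils, erythrocytes, and genes of tissues other than liver. A list was tested with camera at a preset correlation of 0.01, again with an estimated correlation, and with fry. Of the calls at the preset correlation in the comparisons of diet and genotype, 0 held with an estimated correlation. That setting also called 0 lists between the zones of Wt LFD mice, where most zone markers differed. A missing call there therefore does not show that a list was unchanged. Genes were named by a rule. In each HFD comparison in Wt these were the 10 largest rises and the 10 largest falls among called genes whose groups do not overlap. In the genotype comparisons they were the called genes, and the genes passing the paper's criteria in the readable part of Tables S5 and S6. Every gene named in the paper's text was added, and up to 4 members of each list with the smallest adjusted p. List members named because a count was 5 or fewer were chosen after their values were seen. The results of some list members are not reported here by name. The top of Tables S3 to S8 and Fig. 8 had been seen when the rule was written. Several lists share their topic with pathways that the paper reports from these same samples. Among them are homologous recombination, protein digestion, relaxin signaling, tight junction and ribosomal proteins. Calls on those lists are therefore not independent of the paper's results.

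Alternatives were DESeq2 on recovered reads and on rounded means, upper quartile scaling, scaling by nuclei, no detection filter, a stricter filter (above the LOQ in 50% of AOIs, 2908 genes), all 4 groups of a zone in one fit, subtraction of the negative probe, a block for the replicate number, and leaving out each mouse. Added after seeing the data were edgeR, a pseudocount of 5, leaving out the 5 AOIs of the other plate and the shallowest AOI, signal over background as a covariate, and DESeq2 on means or sums of every target with and without size factors. Recovery was tested on simulated data with known changes and with noise independent between genes. Genes were placed on GRCm38.p6. Versions were R 4.3.3, limma 3.58.1, edgeR 4.0.16, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The supplementary tables of the paper could be read only in part, so its called genes were counted by setting only within the readable part of Tables S5 to S8, with no test of the overlap, and the 589 genes under the LOQ filter were left out.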

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

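The test of Cdh1 with the background subtracted was chosen after the result was seen, as were the reading of the test of the HFD effect in HetKO mice and the position of the Wt mice between the diets.

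The HFD lowered many metabolic genes and raised low-abundance genes in Wt mice (968 genes periportally and 897 perivenously), and since 0 slide sets hold both diets, tissue section and diet cannot be told apart. With signal over background as a covariate, the genes called higher kept 36.7% of their median effect (0.92 to 0.34 on the log2 scale over 748 gene-zone pairs). They kept from 31.1% without mouse Wt LFD 4 to 40.6% without Wt LFD 3, under the bound set for this test. By that bound a lower signal would account for much of these rises. But the periportal signal did not overlap between the diets in Wt mice (log2 difference -0.34), so the adjustment reaches past the values the diets share. A lower signal and an effect of diet cannot be told apart for these rises. The genes called lower kept 41.99% (effects of 1.06 to 0.45 in size over 1117 pairs), but with 35.1% without Wt LFD 4 and 58.4% without Wt HFD 1, on both sides of the bound set for this test, a lower signal and an effect of diet cannot be told apart for them. As a biological explanation, the same direction was found in HetKO mice for 98.2% of the called genes periportally and 99.1% perivenously, but 2 of 35 splits of the HetKO mice were as high in each zone (highest other 98.2% and 99.1%). By the bound set for it this would count against diet, but 7 and 8 other splits reached 95% or more, so the measure is saturated and leaves diet open.

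For the 10 gene-zone pairs that the paper calls between HetKO and Wt on the HFD (among them Upp2, Sult2a8 and Gpcpd1), a difference in signal over background may be a technical source. With that signal as a covariate these pairs kept 92.1% of their median effect (0.94 to 0.87, 85.3% without mouse Wt LFD 3 to 110.6% without Wt HFD 1), and 100% kept their direction. By the bound set for this test that counts against signal over background as the main source. But the log2 signal differed little between the genotypes on the HFD (0.12 periportally and 0.07 perivenously), so the covariate could take away little. The share of targets above the LOQ, higher in HetKO by 16.2 and 21.4 percentage points, was not used as a covariate, so another technical source stays open. These genes were chosen for their difference in the paper's tables of the same samples, and genotype stays open as a biological explanation.

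The Cdh1 difference between the zones was smaller on the HFD than on the LFD, with a perivenous minus periportal log2 difference of LFD minus HFD of -0.8644 (exact permutation test, p = 0.00684, n = 8 mice each). Background added to both zones could shrink it. With the negative probe subtracted the HFD difference was 25.3% of the LFD difference (14.7% to 42.8% leaving out 1 mouse), but Cdh1 was above the LOQ in 0 of 12 perivenous AOIs of each group, so near the floor this leaves background open. AOIs that mix the zones could also shrink it. Over both genotypes, the HFD difference of the other zone markers was 76.4% of the LFD one (72.3% to 81.8%), which argues against mixing alone. The periportal ones went from a median of -1.45 to -1.12 over 26 genes and the perivenous ones from 2.00 to 1.37 over 22. That share was not computed by genotype, so mixing stays open within each. In Wt the Cdh1 difference went from -1.09 to -0.09 (-1.18 to -0.45 in HetKO). Genes that differed between the zones in Wt went from 171 to 79. An effect of the HFD on Cdh1, and the slide set, stay open and were not tested further.

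Whether another split of the same mice gives as many called genes was counted for each comparison. No other split gave as many genes for HFD against LFD in HetKO (81 periportally and 114 perivenously, highest other 1 in each). The same held for the difference of the HFD effect between zones in Wt (30 genes, highest other 10). That is 1 of 35 splits, the smallest share possible, without adjustment for the number of comparisons, and both zones came from the same mice. Such counts weigh against chance without excluding it. For HFD against LFD in Wt, 2 of 35 splits gave as many (968 against 1031 periportally and 897 against 1020 perivenously), so this count does not exclude chance either. In both zones the higher split exchanges mouse Wt HFD 1 with Wt LFD 1. Wt HFD 1 lies between the diets, as given below, and whether it is recorded rightly was not settled. For HetKO against Wt, where 0 genes were called, the 35 of 35 splits that gave as many say nothing about chance, since every split reaches 0. The highest other counts were 15 and 11 on the LFD and 317 and 264 on the HFD. The HFD splits, which exchange HetKO HFD 4 with Wt HFD 1, point to a structure of the samples, and with the genotypes as they are, leaving out Wt HFD 1 gave 411 and 418. Among lists, the number called was as high in 34 of 35 splits (5, highest other 24) and 33 (3, 25) for the genotypes on the LFD, in 9 (17, 25) and 4 (23, 26) on the HFD, in 6 (22, 22) and 9 (23, 25) for the diets in Wt and in 4 (22, 23) and 6 (22, 25) in HetKO, periportally and perivenously in turn, so that chance is excluded for none of them. For the ribosomal list between zones 21 splits gave a p as small as 0.244 (smallest 2.15e-08).

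Of 140 groups of 4 mice, 11 held a mouse far from the others, where chance gives about 1 in 20. In the perivenous zone of Wt HFD, log2 Cdh1 was 4.559 in mouse 1 (others 5.576 to 5.671) and log2 Slco1a1 5.645 (6.504 to 6.524). In the periportal zone of Wt HFD, log2 1700015G11Rik was 5.047 in mouse 1 (6.026 to 6.070). The percent of targets above the LOQ in mouse Wt HFD 1 was 45.22 periportally (others 12.7 to 17.57) and 29.57 perivenously (15.02 to 15.94). On the mean log2 value of the 81 genes called between the diets in HetKO mice, each signed by its effect there and set to 0 at the Wt LFD mean, this mouse was at 0.79 periportally, above the Wt LFD mice (-0.41 to 0.55) and below the other Wt HFD mice (1.42 to 1.82), and on 114 genes at 0.84 perivenously (-0.35 to 0.45 and 1.39 to 1.74). It thus lies between the diets, and whether its diet, genotype or section is recorded rightly was not settled, nor therefore the counts that turn on it. Its Gaa count was 55.2 periportally, where HetKO HFD mice reached 56.3, and 54.8 perivenously, where they reached 47.9. The log2 zone difference of Gaa in Wt HFD was -0.4958 in mouse 3 (others 0.001014 to 0.09083). Deduplicated reads of the perivenous zone were 3913358 in mouse Wt HFD 4 (others 712931 to 1061923). In the periportal zone of Wt LFD, mouse 4 had a log2 Asl of 9.503 (others 8.614 to 8.693) and a log2 Hpd of 9.892 (8.931 to 9.071). In the same zone mouse Wt LFD 1 had a log2 Gstp1 of 10.48 (others 11.49 to 11.62) and a log2 Serpina3k of 11.28 (12.31 to 12.44). Groups differed in their effects for the 30 genes between zones and for Cdh1 between diets. The HFD effect in HetKO, with 81 and 114 genes, is in samples for which the paper's text compares the diets for Cdh1 and Cyp2e1 but gives no comparison across all genes.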

How the results depend on the processing

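Counts of genes and lists were set beside the main count. Marker values and the ribosomal list between zones were set beside their main direction and call. A count was the same within 1.5 times the main count, or at 0 in both, whatever genes lay behind it. With the negative probe subtracted, 769 genes in Wt periportally thus counted as the same as 968, though 512 were shared. By these rules 396 values were the same and 95 counts moved, while 6 other values reversed, 7 lost and 2 gained a call (markers between zones by limma). Of 121 genes named periportally in Wt, signal over background as a covariate left 6 on the same side of the test, with 82 no longer past it and 33 reversed, Cort among them (-0.07609), and perivenously 38, 85 and 3. The covariate, edgeR and DESeq2 on sums or on every target were added after seeing the data. The 20 largest periportal changes in Wt kept direction and call in all planned settings that test them, leaving out mice aside, but of the 20 perivenous ones 19 lost the call by nuclei, 9 with the replicate block and 5 with the negative probe subtracted. The low signal over background of Wt HFD limits genes near the negative probe. Unless named, the cause was not tested.

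Under scaling by nuclei the Cdh1 difference was -0.9287 on the LFD and 0.2744 on the HFD, Gaa 0.2433 (LFD periportal) and 0.1619 (HFD perivenous, 0.08735 with the negative probe subtracted), and perivenous Cyp2e1 -1.766 in Wt and -0.7881 in HetKO (adjusted p = 0.9999 and 1). Each of these Gaa values was below the median of all genes in its fit (0.83, 0.36 and 0.22). With the negative probe subtracted Cyp2e1 was -1.142 and -0.3885, and with the replicate block -1.665 in Wt (adjusted p = 0.0577, though numbers do not pair the mice). Leaving out 1 mouse gave -1.956 to -1.337 for Cyp2e1 in Wt, -0.4224 (without Wt HFD 2) to -0.1595 for Cdh1 on the HFD, and 0.01663, 0.00154 and -0.09874 for the ribosomal list between zones without Wt LFD 4, Wt HFD 3 and Wt HFD 2.

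Genes called between genotypes were, LFD periportal, 1 by DESeq2 on reads and on sums, 3989 by nuclei, 25 with the covariate and 0 to 1 leaving out a mouse, and LFD perivenous 1 by nuclei. HFD periportal gave 5 by DESeq2 on reads, 4 on rounded means and on means of every target, 6 on sums, 9 and 8 on sums and means with size factors at 1, 141 with the block, 1 with the covariate and 0 to 411 leaving out a mouse. HFD perivenous gave 5, 1, 1, 3, 8 and 7 by the same DESeq2 settings, 145 with the block and 0 to 418 leaving out a mouse.

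For HFD against LFD, Wt periportal gave 329 by nuclei, 577 with the stricter filter (fewer genes tested), 1 with the covariate and 543 to 1481 leaving out a mouse. Wt perivenous gave 1, 586 and 52 in these settings, 172 with the negative probe subtracted, 50 with the block and 123 to 1461 leaving out a mouse. HetKO periportal gave 24 by nuclei, 4 with all groups in one fit, 5 with the negative probe subtracted, 6 with the covariate and 20 to 156 leaving out a mouse, and HetKO perivenous 0, 2, 311, 3 and 68 to 195. The zone difference gave 0 by nuclei, with the negative probe subtracted and with the covariate, 8 without the block, 62 by edgeR and 15 to 42 leaving out a mouse.

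Lists called between genotypes were 8 by nuclei and 8 with the block (1 to 16 leaving out a mouse) on the LFD periportally and 9 and 7 (3 to 12) perivenously, with 16 to 19 and 21 to 25 on the HFD. The stricter filter gave 14 for HFD perivenous, 14 for Wt periportal and 15 for Wt perivenous (fewer genes tested). With an estimated correlation 0 lists were called in any comparison, and fry called 0 between genotypes but, for HFD against LFD, 6 higher and 13 lower in Wt periportally, 3 and 15 in Wt perivenously, 2 and 14 in HetKO periportally and 5 and 14 in HetKO perivenously.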

Differences from the paper's values

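The settings on sums, on every target and with size factors at 1, the covariate and edgeR were chosen after seeing the values.

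The paper reports 6 genes between HetKO and Wt HFD mice in the periportal zone, and limma called 0, at the same thresholds. Of the alternatives set before the data were examined, DESeq2 on recovered reads (5, without Serpina6) and on rounded means of the 3 AOIs (4, without Otc and Serpina6) fall within 1.5 times the paper's value. The replicate block (141) and leaving out Wt HFD replicate 1 (411) do not, though each calls the paper's 6 genes, and the others gave 0. DESeq2 on sums of every target, chosen after seeing the values, called 6 genes, the paper's own, and dropped 0 of them. Also chosen after seeing the values, sums with size factors at 1 called 9 and dropped 0, means with size factors at 1 called 8 and dropped 1, means of every target called 4 and dropped 2, and the signal over background covariate called 1 and dropped 5.

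In the perivenous zone the paper reports 4 genes between HetKO and Wt HFD mice, and limma called 0. DESeq2 on recovered reads, set before the data were examined, gave 5 and falls within 1.5 times the paper's value, with 3 of its genes (not Ugp2). DESeq2 on rounded means (1, Gpcpd1), the replicate block (145, 3 of the paper's 4) and leaving out Wt HFD replicate 1 (418, with all 4) do not, and the others gave 0. Chosen after seeing the values, sums of every target called 3 genes and dropped 1 of the paper's, sums with size factors at 1 called 8 and dropped 0, means with size factors at 1 called 7 and dropped 0, and means of every target called 1 and dropped 3.

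The paper reports 161 genes higher on the HFD in the periportal zone of Wt mice, and limma called 418. Of the alternatives set before the data were examined, leaving out Wt LFD replicate 3 (238) falls within 1.5 times the paper's value. DESeq2 on recovered reads (253) and on rounded means (245), the stricter filter (56), nuclei (20), upper quartile scaling (469), no filter (480), all groups in one fit (417), negative probe subtracted (371), the replicate block (329) and the other leave-outs (255 to 679) do not. Chosen after seeing the values, DESeq2 on means or sums of every target gave 219 and 221, within 1.5 times the paper's value, while sums and means with size factors at 1 (475 and 465), edgeR (278), a pseudocount of 5 (267), leaving out the 5 AOIs of the other plate and the shallowest AOI (418) and the covariate (0) do not. Of the 159 different genes among those that could be read, limma dropped 8, all under the LOQ filter, and called 267 others above the 0.80 threshold. The means and sums of every target dropped 10 and 8 and called 70 others each, and leaving out Wt LFD replicate 3 dropped 31 and called 110 others.

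The paper states that the HFD changed more genes in the perivenous than in the periportal zone. By limma the counts were 897 and 968. DESeq2 on recovered reads (932 and 832), the stricter filter (586 and 577), edgeR (885 and 803) and the covariate (52 and 1) go in the paper's direction. DESeq2 on rounded means (815 and 826), on means (807 and 837) and sums (828 and 862) of every target and on sums (874 and 923) and means (857 and 904) with size factors at 1 go the other way, as do the remaining settings. The paper states that ribosome genes were lower in the perivenous zone and not in the periportal zone. At the paper's thresholds 59 of 79 were lower perivenously and 47 periportally by limma, and the difference between the zones gave p = 0.244 by camera. The paper states that tight junction and adhesion genes were altered in the perivenous and not the periportal zone. At the paper's thresholds 8 of 30 were higher perivenously and 5 periportally by limma. The paper's statements on ribosome and tight junction genes rest on a KEGG pathway analysis of its DESeq2 results. These counts are of members of separately written lists by limma, so the gene sets and measures differ. The paper's methods state a normalization to nuclei, while the values analysed here are scaled so that the third quartile of every AOI is 60.2.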

Other observations

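The test of the HFD effect between genotypes was chosen after the other results were seen.

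Genes of proteins that hepatocytes secrete into blood were lower on the HFD in Wt mice. Of 52 genes of complement and coagulation 40 were lower periportally and 37 perivenously, and 1, the adipsin gene Cfd, was higher in each zone (44 and 40 lower and 1 higher when adjusted over the list alone, camera adjusted p = 1.27e-16 and 5.09e-16, and adjusted p = 0.288 and 0.266 with an estimated correlation). Serpind1, a thrombin inhibitor, had log2 fold changes of -1.34 and -1.20 (limma, n = 4 each). Of 41 secreted plasma proteins 27 and 29 were lower and 1, the acute-phase gene Orm2, higher in each zone (30 and 35 lower and 1 higher alone, adjusted p = 0.295 and 0.306 with an estimated correlation), among them Apoc3, an inhibitor of lipoprotein lipase, at -1.46 periportally and the histidine-rich glycoprotein Hrg at -1.53 perivenously. Of 21 sex-dimorphic growth hormone targets 12 were lower and 3 higher periportally (Cish, Cyp2b13 and Cyp3a41a), and 15 lower and 1 higher (Cish) perivenously (13 and 4, and 16 and 4, alone, adjusted p = 0.288 and 0.251 with an estimated correlation), with Egfr at -1.65 periportally and Hsd3b5 at -1.84 perivenously. Of 24 ER stress genes 8 were lower and 3 higher periportally (Eif2ak3, Creld2 and Chac1), and 11 lower and 1 higher (Creld2) perivenously (10 and 3, and 12 and 3, alone, adjusted p = 0.441 and 0.360 with an estimated correlation), with Herpud1, of the degradation of misfolded proteins, at -1.10 and -1.19. Of 36 lysosome and autophagy genes 8 were lower and 1, Atg12, higher periportally, and 12 lower perivenously (8 and 1, and 14, alone, adjusted p = 0.350 and 0.270 with an estimated correlation), with Lamp2, a protein of the lysosomal membrane, at -1.23 and -1.21. Of all 6805 genes tested, 1911 periportally and 1530 perivenously passed the threshold used for these list members. The share of targets above the LOQ was lower on the HFD in each of these comparisons (50.3% to 23.0% periportally and 55.4% to 19.0% perivenously).

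Genes of other liver cells showed few calls in Wt. Of 12 Kupffer cell and macrophage genes 2 were lower periportally, and 2, Adgre1 and Cd163, were higher and 1 lower perivenously (1 lower, and 3 and 1, alone, camera adjusted p = 0.162 and 0.357). Of 8 stellate cell genes Col1a1 and Col3a1 were higher and Ecm1 lower periportally, and Col1a1 was higher and Dcn and Ecm1 lower perivenously (2 and 1, and 1 and 2, alone, camera adjusted p = 0.890 and 0.976, with a perivenous median of 0.16 and mean of -0.05). Of 3 cholangiocyte genes 0 passed periportally and Pkhd1 was higher perivenously (log2 fold change 1.02; 0 and 2 alone, camera adjusted p = 0.857 and 0.134, periportal median -0.01 and mean 0.09). Of 2 erythrocyte genes Hba-a1 was lower in each zone (-1.19 and -1.53, 2 and 1 alone, camera adjusted p = 0.0656 and 0.0622). Of 10 genes of tissues other than liver 5 were higher in each zone, Cryba4, Crybb3, Prm1, Prm2 and Krt2 (7 and 8 alone, camera adjusted p = 0.0011 and 0.00153, and adjusted p = 0.350 and 0.360 with an estimated correlation). These genes of lens, sperm and skin have no known role in hepatocytes.

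In HetKO mice the HFD raised 7 genes and lowered 74 periportally and raised 15 and lowered 99 perivenously, of which 6 and 63, and 14 and 88, were also called in Wt in that zone (independent calls would give 0.43 and 5.98, and 0.727 and 8.25). Both genotypes of a diet were on the same set of slides, so these shared calls do not tell diet from slide set. The values of 1030 genes (15.1%) and 1532 (22.5%) did not overlap between the diets, where chance gives 2.86%. Named after their values were seen, Hamp, which encodes the iron hormone hepcidin, fell periportally to a normalized count of 286 ± 120 from 1144 ± 423 (SD, n = 4 each, log2 fold change -2.03, standard error 0.291, limma adjusted p = 0.00846), and Cdo1, of cysteine breakdown, perivenously to 454 ± 35.2 from 902 ± 61.5 (-0.99, 0.113, 0.00208). Also named in this way, Cyp4a14, which hydroxylates fatty acids, rose periportally by 1.01. Of list members, Fdps, of cholesterol synthesis, fell to 92.1 ± 27.7 from 255 ± 63.7 perivenously (log2 fold change -1.47, limma adjusted p = 0.00224), and Gnmt to 444 ± 57.1 from 1160 ± 334 periportally (-1.34). Of 82 genes of oxidative phosphorylation 25 were lower periportally and 43 perivenously (52 and 56 when adjusted over the list alone, adjusted p = 0.171 and 0.173 with an estimated correlation), and of 79 cytosolic ribosomal proteins 2, Rpl8 and Rpl36al, and 31, of which 0 reached a log2 fold change of 0.80 in size (0 and 56 alone, adjusted p = 0.477 and 0.285 with an estimated correlation). Of 14 homologous recombination genes 4 (Rbbp8, Rad54b, Rad50 and Rad52) and 8 were higher (8 and 9 alone, adjusted p = 0.171 and 0.301 with an estimated correlation). In HetKO the share of targets above the LOQ also decreased on the HFD, by 23 percentage points periportally and 23.2 perivenously (exact permutation test, p = 0.0286 in each zone, n = 4 each). The count was 20 without mouse HetKO LFD 1, 156 without HetKO LFD 2, 51 without HetKO LFD 3 and 53 without HetKO HFD 3 periportally, and 195 without HetKO LFD 2, 68 without HetKO LFD 3 and 172 without HetKO LFD 4 perivenously. Under scaling by nuclei, which moved the median of all genes to -0.81 periportally, it was 24 and 0 (limma, 2529 perivenous genes at an unadjusted p under 0.05 otherwise). With the negative probe subtracted 231 genes were higher and 80 lower perivenously, which turns the balance of directions, and 32 of these 311 were among the 114. Periportally that setting called 5 genes, 0 of them among the 81. With all 4 groups of a zone in one fit the counts were 4 and 2. With signal over background as a covariate, added after the data were seen, they were 6 and 3.

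Whether the HFD effect differs between the genotypes was tested across all genes with limma. In the periportal zone 0 genes were called (732 at an unadjusted p under 0.05, smallest adjusted p = 0.463) and in the perivenous zone 0 (395 at an unadjusted p under 0.05), and no other tool was run. The highest counts of 100 regroupings were 30 and 1401, and since every regrouping reaches a count of 0, they say nothing about chance.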
